# Clonal tracing reveals diverse patterns of response to immune checkpoint blockade

**DOI:** 10.1186/s13059-020-02166-1

**Published:** 2020-10-15

**Authors:** Shengqing Stan Gu, Xiaoqing Wang, Xihao Hu, Peng Jiang, Ziyi Li, Nicole Traugh, Xia Bu, Qin Tang, Chenfei Wang, Zexian Zeng, Jingxin Fu, Cliff Meyer, Yi Zhang, Paloma Cejas, Klothilda Lim, Jin Wang, Wubing Zhang, Collin Tokheim, Avinash Das Sahu, Xiaofang Xing, Benjamin Kroger, Zhangyi Ouyang, Henry Long, Gordon J. Freeman, Myles Brown, X. Shirley Liu

**Keywords:** Clonal tracing, Immune checkpoint blockade, Heterogeneity, Tumor microenvironment, Mathematical modeling

## Abstract

**Background:**

Immune checkpoint blockade (ICB) therapy has improved patient survival in a variety of cancers, but only a minority of cancer patients respond. Multiple studies have sought to identify general biomarkers of ICB response, but elucidating the molecular and cellular drivers of resistance for individual tumors remains challenging. We sought to determine whether a tumor with defined genetic background exhibits a stereotypic or heterogeneous response to ICB treatment.

**Results:**

We establish a unique mouse system that utilizes clonal tracing and mathematical modeling to monitor the growth of each cancer clone, as well as the bulk tumor, in response to ICB. We find that tumors derived from the same clonal populations showed heterogeneous ICB response and diverse response patterns. Primary response is associated with higher immune infiltration and leads to enrichment of pre-existing ICB-resistant cancer clones. We further identify several cancer cell-intrinsic gene expression signatures associated with ICB resistance, including increased interferon response genes and glucocorticoid response genes. These findings are supported by clinical data from ICB treatment cohorts.

**Conclusions:**

Our study demonstrates diverse response patterns from the same ancestor cancer cells in response to ICB. This suggests the value of monitoring clonal constitution and tumor microenvironment over time to optimize ICB response and to design new combination therapies. Furthermore, as ICB response may enrich for cancer cell-intrinsic resistance signatures, this can affect interpretations of tumor RNA-seq data for response-signature association studies.

## Background

Immune checkpoint blockade (ICB) therapy, primarily anti-PD-1/PD-L1 and anti-CTLA-4, has been shown to induce remarkable response across different cancers in multiple clinical cohorts [1–8]. However, only a minority of patients respond to ICB, and acquired resistance can occur in some early responders [9]. The mechanisms of resistance have been of extensive interest. On the one hand, multiple cancer cell-intrinsic mechanisms have been identified, including lack of a high neoantigen load [2, 3, 10, 11], impaired response or prolonged exposure to IFNγ [12–15], defects in antigen presentation [16, 17], activation of certain oncogenic pathways/signatures [18–20], and other mechanisms [20, 21]. On the other hand, multiple cancer cell-extrinsic mechanisms have been reported to modulate ICB response, involving microenvironmental T cells [22–27], B cells [28–30], myeloid cells [31–33], natural killer cells [34], cancer-associated fibroblasts [34, 35], and gut microbiota [36–38]. The simultaneous contributions of both cancer cell-intrinsic and cancer cell-extrinsic factors present a challenge in prediction of ICB response for each tumor.

As the major mechanism of action for ICB is thought to be through the stimulation of T cell cytotoxicity in the tumors, two distinct models of tumor immune evasion have been proposed: the induction of T cell dysfunction in tumors with high infiltration of cytotoxic T lymphocytes (CTLs) and the suppression of T cell infiltration in tumors with low CTL levels [39, 40]. Our group previously developed a computational method, TIDE, which comprehensively evaluates T cell dysfunction and T cell exclusion signatures from the pre-treatment tumor gene expression data to predict patient responses to ICB treatment [41]. TIDE demonstrated promising performance in predicting patient responses based on published ICB clinical trials and also revealed new candidate ICB-resistance regulators. However, the performance of TIDE still varies across different clinical cohorts.

Tumors of different tissue origins and genetic backgrounds have different prognoses in response to ICB [9, 42], suggesting that different gene expression and/or mutation profiles can have a strong influence on ICB response. However, it remains unclear whether tumors with a defined genetic background have a stereotypic or heterogeneous response to ICB. Answering this question is largely limited by a lack of experimental models. No two naturally occurring tumors are identical, making it difficult to study this question directly in human tumors. Patient-derived xenograft (PDX) models suffer from a lack of adaptive immune system in the recipient mice, precluding the assessment of ICB response. Genetically engineered mouse (GEM) models offer an intact immune system, but usually lack a sufficient mutational burden to elicit an effective immune response. Several syngeneic transplantation models harbor sufficient mutation loads and show response to ICB treatment in vivo, providing a powerful tool to study this question. However, thus far, no studies have assessed the heterogeneity of clonal evolution in response to ICB.

Clonal tracing is a powerful technique that can track and quantify the abundance of different clonal lineages with remarkable sensitivity and reproducibility. It has been used to interrogate a variety of biological processes that involve cellular heterogeneity, including stem/progenitor cell maintenance/differentiation [43–45], T cell recruitment/expansion [46, 47], cancer clonal evolution [48], tumor-initiating potential [49], metastatic potential [50], and response to targeted therapies [51, 52]. In this study, we utilized clonal tracing and mathematical modeling to dissect cancer clonal constitution in response to ICB treatment. We performed DNA barcoding of mouse cancer cells to label each cell and its progeny with a unique barcode and examined the clonal constitution of cancer cells under ICB treatment in different hosts. To interrogate the cancer cell-intrinsic contribution to ICB resistance, we compared the frequency of each clone in different treatment groups. To interrogate the cancer cell-extrinsic contribution to ICB resistance, we compared the clonal constitution of each tumor harvested from different mice with the same ICB treatment. Based on these comparisons, we further evaluated the cancer cell-intrinsic and cancer cell-extrinsic signatures of immune evasion in response to ICB treatment.

## Results

### Performance of biomarkers for ICB response is inconsistent across clinical trials

Multiple clinical studies have been performed to address the efficacy of ICB in multiple cancer types and investigate the biomarkers of response for optimal stratification of patients for treatment. Pre-treatment PD-L1 level was proposed as a biomarker for better response to nivolumab, an anti-PD-1 antibody [1]. Higher tumor mutation burden and DNA mismatch repair deficiency were also identified to correlate with better ICB response [2, 3]. We performed a closer assessment of such biomarkers in recent clinical cohorts, which revealed inconsistent performance in segregating ICB responders and non-responders (Fig. 1a, b). For example, higher *CD274* mRNA level significantly correlates with better ICB response in the Gide et al. study [53], but not in multiple other studies that used anti-PD-1 or anti-PD-L1 [20, 35, 54, 55] (Fig. 1a). Consistent with this, a literature search also revealed variable prediction power of PD-L1 protein level on anti-PD-1 response in different studies [3, 56]. Similarly, higher tumor mutation load significantly correlates with better response in the Mariathasan et al. study [35], but not in multiple other studies [20, 55] (Fig. 1b). We systematically evaluated other frequently reported biomarkers in existing clinical cohorts, including microsatellite instability (MSI) score, *CD8a*/*CD8b*, *IFNG*, and intra-tumoral T cell or B cell clonality. All of these biomarkers showed highly variable performance in predicting the likelihood of response to ICB (Fig. 1c).

**Fig. 1:**
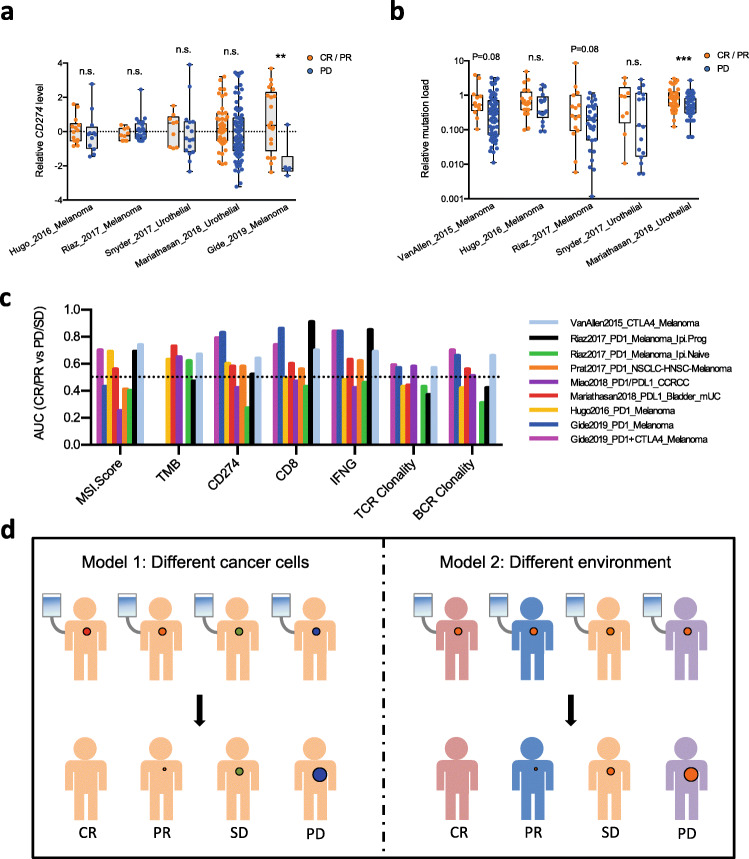
Performance of biomarkers is incoherent across different ICB clinical cohorts. **a** *CD274* level significantly correlates with ICB response in Gide et al., but not the other studies. **b** Tumor mutation burden significantly correlates with ICB response in the Mariathasan et al. study, but not in the Hugo et al. or Snyder et al. studies (boxplot shows the minimum, first quartile, median, third quartile, and maximum values of each group; n.s., not significant; **P < 0.01, ***P < 0.001; Student’s *t* test with Benjamini-Hochberg adjustment of *P* values for multiple comparison). **c** Systematic evaluation of multiple biomarkers of ICB response in different clinical cohorts reveals inconsistent performance. **d** Two non-mutually exclusive models can explain the inconsistent performance of biomarkers in different clinical cohorts. Model 1 assumes that different mutation profiles and epigenetic status of cancer cells from different tumors (colored dots) determine the heterogeneous response (size of dots) after ICB treatment (syringe). Model 2 assumes that host-specific factors determine response

There are two complementary models that can explain such inconsistent performance (Fig. 1d). In the first model, the different genetic mutation profiles and epigenetic status of cancer cells between different tumors determine the different responses to immunotherapy. According to this model, each clinical cohort samples a small number of patients out of the vast number of potential combinations of mutation profiles and epigenetic status, and the biomarkers correlated with response in a certain trial occur by chance, with the observations not repeated in other trials. This model is substantiated by studies identifying different cancer cell-intrinsic mechanisms of immune resistance [12, 57] and indicates that larger sample sizes are needed to achieve reliable biomarker performance. The second model assumes that even for the same cancer cells grown in different patients, the response can still be diverse due to tumor microenvironment or other host factors. If the second model is correct, a combination of biomarkers measuring orthogonal aspects of the tumor would be required for a reliable prediction of response. Although both models may hold true, with each partially explaining the response to ICB in any given patient, the second model is more difficult to test in human clinical studies because every naturally occurring human tumor is genetically and contextually distinct. We therefore established a novel mouse system to address this problem.

### Establishing an in vivo system to assess the heterogeneity in ICB response

To study the response patterns to ICB treatment, we first used the mouse CT26 colorectal cancer cell line model, which shows moderate response to anti-PD1 or anti-CTLA4 treatment with remarkable heterogeneity [58]. We used the ClonTracer barcoding system [51] to uniquely label clones in CT26 cell populations for in vivo study. We implemented several stringent criteria during transduction to ensure unique labeling of each transduced cell with a distinct barcode. First, we used a much lower number of CT26 cells for transduction compared to the total complexity of the ClonTracer barcode library, which minimizes the chance of labeling different cells with the same barcode. Second, we performed transduction at very low multiplicity of infection (MOI = 0.01), which lowers the chance of infecting one cell with multiple virions. After transduction, CT26 cells carrying barcodes were selected and expanded in vitro, and high-throughput sequencing was performed to evaluate barcode representation in the population of cells. We found that barcoded cells from the same transduced batch showed good consistency in barcode identity and frequency, whereas those from different batches showed minimal overlap (Additional file 1: Fig. S1), indicating good reproducibility and uniqueness of our barcode approach. To guarantee sufficient coverage of each barcoded cancer clone for in vivo experiments, we selected the batch of transduced cells with ~ 2000 distinct barcodes for further study.

We transplanted 250,000 in vitro expanded barcoded cells per site into syngeneic recipient Balb/c mice subcutaneously (2 sites per mouse) and allowed the tumors to establish in vivo for 7 days. We then treated the recipient mice with control IgG, anti-PD-1, or anti-CTLA-4, and observed significantly reduced tumor growth upon ICB treatment (Fig. 2a, b). ICB treatment significantly increased the intra-group variance in tumor size (Fig. 2c), indicating individual heterogeneity in ICB response. In addition, we examined this finding in multiple other syngeneic transplantation models (MC38, 4T1, and EMT6) and found consistently that ICB treatment led to higher variance in tumor size in each model (Additional file 1: Fig. S2a-c).

**Fig. 2:**
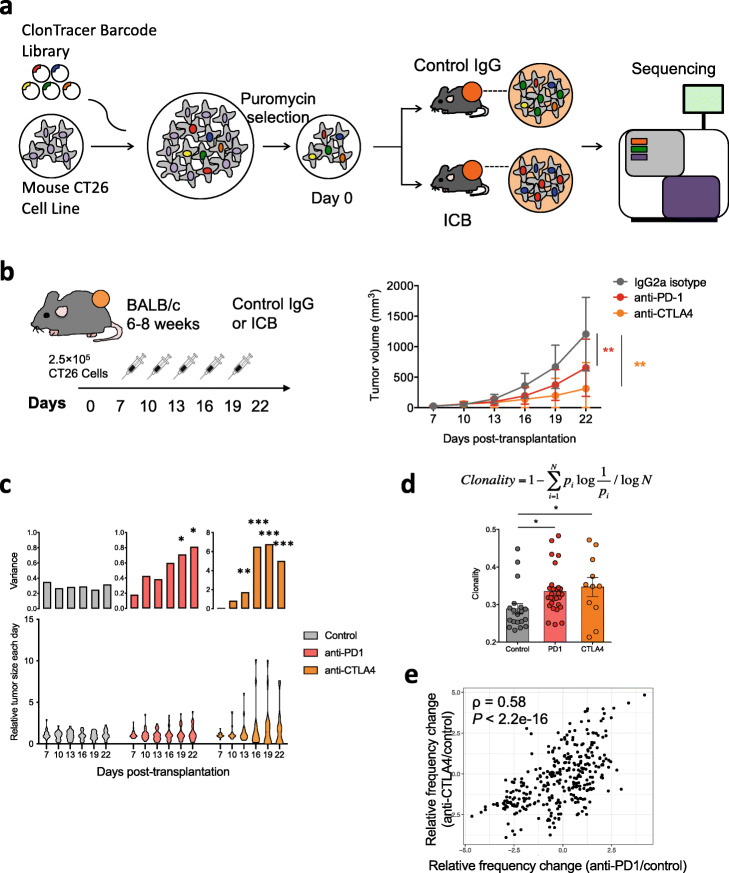
Clonal barcoding reveals heterogeneity in response to ICB. **a** Experimental design for clonal barcoding. We first transduced the parental CT26 line with the high-diversity ClonTracer barcode library at a low MOI (0.01). We selected and expanded the transduced cells (containing ~ 2000 distinct barcodes), and transplanted into syngeneic recipients, with 250,000 barcoded cells each flank site, two sites per recipient. We then treated the recipient mice with control IgG (*N* = 10), anti-PD-1 (*N* = 15), or anti-CTLA-4 (N = 10). After treatment, we harvested tumor for barcode quantification. **b** Anti-PD-1 or anti-CTLA-4 treatment (syringes) significantly reduces tumor growth compared to control IgG treatment (mean ± SD; *P < 0.05, ***P < 0.001; two-way ANOVA with Bonferroni post-test multiple comparison). **c** Distribution of relative tumor size (lower panel, normalized to the median value in each group) and its intra-group variance (upper panel) for the control IgG, anti-PD-1, and anti-CTLA-4 groups along the treatment course. ICB treatment led to significantly higher intra-group variance (*P < 0.05, ***P < 0.001; *F* test of equality of variance). **d** Clonality of barcode distribution in the anti-PD1 or anti-CTLA4 group is significantly higher than that in the control IgG treatment group (mean ± SD; *P < 0.05; one-way ANOVA with Bonferroni post-test multiple comparison). **e** The enrichment/depletion of barcodes between anti-PD1 and anti-CTLA4 is positively correlated

To evaluate the barcode constitution in each tumor, we PCR-amplified and sequenced the DNA barcodes from each remaining tumor and from cells cultured in vitro. Compared to the in vitro samples, over 80% of clones were consistently absent in the in vivo samples, suggesting strong engraftment selection (Additional file 1: Fig. S2d-e). The in vivo barcodes showed significantly higher clonality in the anti-PD-1- or anti-CTLA-4-treated tumors compared to control IgG-treated tumors, indicating clonal selection by ICB treatment (Fig. 2d). The clones enriched in the anti-PD-1 treatment also tended to be enriched in anti-CTLA-4 treatment, suggesting shared cancer cell-intrinsic ICB-resistance mechanisms for the two regimens (Fig. 2e).

Our observations on CT26 syngeneic tumors treated with anti-PD-1 or anti-CTLA-4 suggest heterogeneous response at both the bulk tumor level and at the cancer clone level. At the bulk tumor level, different tumors initiated by the same clones of cancer cells exhibit diverse growth dynamics in response to ICB. At the cancer clone level, different clones within the same tumor show heterogeneous sensitivity to ICB treatment. Based on these results, we further examined whether the bulk tumor-level heterogeneity is associated with clonal level heterogeneity.

### ICB responders had stronger clonal selection and higher immune infiltration than non-responders

The finding that different tumors composed of the same cancer clones responded differently to ICB treatment indicates a cancer-extrinsic mechanism of response from the host. Indeed, comparing the tumors that developed on the left and right flanks on each recipient mouse, we found their tumor size to be significantly positively correlated, especially in the anti-PD-1- and anti-CTLA-4-treated groups (Fig. 3a). In addition, barcode distribution in the two tumors from the same mouse showed significantly higher correlation than those in tumors from different mice (Fig. 3b). These results indicate that systemic factors at the host level may influence tumor growth in both control IgG- and ICB-treated groups.

**Fig. 3:**
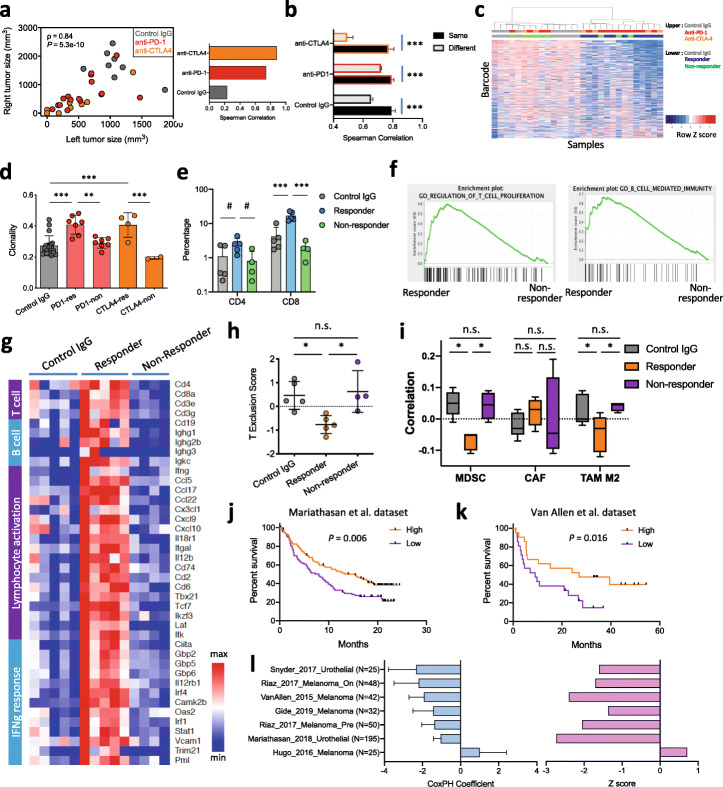
ICB responders and non-responders show different clonal response patterns. **a** The size of tumors from the same mouse is positively correlated. **b** Correlation of barcode distribution of tumors from the same mouse is significantly higher than that from different mice. **c** Hierarchical clustering of in vivo tumor samples based on barcode distribution. Generally, responders cluster separately from non-responders and control-treated tumors. Each row represents a specific barcode, and each column represents a tumor sample. To assist visualization, rows were ordered by the difference between the responders and the control IgG group. **d** Clonality of barcode distribution is significantly higher in ICB responders (mean ± SD; **P < 0.01, ***P < 0.001; one-way ANOVA with Benjamini-Hochberg post-test multiple comparison). “res” are responders and “non” are non-responders. **e** Summary of percentage of intra-tumoral CD4+ and CD8+ cells in control IgG, ICB responders, or non-responders (mean ± SD; ^#^*P* < 0.1, ***P < 0.001; one-way ANOVA with Benjamini-Hochberg post-test multiple comparison). **f** GSEA analysis of bulk tumor RNA-seq reveals higher expression of genes involved in T cell proliferation or B cell-mediated immunity in responders compared to non-responders. The entire list of enriched gene sets can be found in Additional file 3: Table S2. **g** Heatmap of relative expression of the top differentially expressed genes. Within the gene sets that were enriched, we picked representative genes to reflect the differential enrichment of gene sets. Responders had higher expression of genes in adaptive immunity. **h** TIDE reveals higher T cell exclusion scores in non-responders than responders (mean ± SD; *P < 0.05; n.s., not significant; one-way ANOVA with Benjamini-Hochberg post-test multiple comparison). **i** Correlation of bulk tumor expression in each group with MDSC, cancer-associated fibroblast (CAF), or M2 macrophage. Responders showed lower correlation with MDSC and M2 macrophage than control IgG or non-responders (mean ± SD; *P < 0.05; n.s., not significant; one-way ANOVA with Benjamini-Hochberg post-test multiple comparison). **j**, **k** Differential gene expression signature in ICB responder from our study correlates with better survival in the Mariathasan et al. (**j**) or Van Allen et al. (**k**) studies. *P* values were derived using Cox-PH regression treating signature score as a continuous variable. **l** Cox-PH regression coefficient value (mean ± SEM) and *z* score of the signature score in its correlation with survival hazard in multiple ICB treatment clinical trials

To investigate why different ICB responses arose between tumors derived from the same batch of cancer cells, we identified ICB responders and non-responders by tumor size post-treatment (Additional file 1: Fig. S3a-b) and compared their clonal distributions and tumor microenvironments. Hierarchical clustering and a Kolmogorov-Smirnov test based on barcode distribution showed that the ICB responders had distinct clonal constitution of cancer cells compared to control IgG-treated mice (Fig. 3c, Additional file 1: Fig. S3c). In addition, the ICB responders had higher clonality of barcode distribution, in other words, higher unevenness in barcode distribution, than the non-responders (Fig. 3d, Additional file 1: Fig. S3d). Further examination of the tumor microenvironment by IHC revealed that the responders had higher infiltration of T cells in the tumors (Fig. 3e, Additional file 1: Fig. S3e). This prompted us to further compare the responders and the non-responders by bulk tumor RNA-seq. 

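Bulk tumor RNA-seq was analysed for 14 tumors from 11 mice. The tumors grew from CT26, a colon carcinoma line of Balb/c mice, after transplantation of 250000 barcoded cells at each flank site. Treatment with control IgG or anti-PD-1 began on day 7, at 200 μg per dose, and was given every 3 days for 5 doses. Tumors were harvested 3 days after the last dose. The groups were 5 control IgG tumors from 4 mice, 5 anti-PD-1 responders from 4 mice, and 4 anti-PD-1 non-responders from 3 mice. Tumors 14L and 14R, 30L and 30R, and 33L and 33R were the left and right flank tumors of one mouse each, as read from their numbers. The authors aligned the paired-end reads to mm10 with STAR and quantified them with RSEM. For each tumor they deposited the expected count, TPM, and FPKM of 53801 Ensembl genes. An expected count is RSEM's estimate of the number of fragments that came from a gene, in which a fragment that matches several genes is divided among them. The total of the expected counts ranged from 34266743 to 48481461 in control IgG tumors (median 42110156), from 33237744 to 47233121 in responders (median 41860055), and from 34419159 to 44656674 in non-responders (median 37929856). The totals of responders and non-responders did not differ by more than the spread between tumors (two-sided exact permutation test, p = 0.556). The expected counts were rounded to whole numbers and normalized with edgeR's TMM factors, and 16287 genes had enough counts to be tested under edgeR's filter. All 14 tumors entered a single quasi-likelihood fit with the 3 groups, in which each tumor counted as a replicate. The mean fragment length, estimated from the effective gene lengths, was 269.5 to 277.0 in responders and 277.5 to 287.8 in non-responders, without overlap (two-sided exact permutation test, p = 0.00794). The biological coefficient of variation between tumors of a group was 0.227. CPM values are counts scaled by the library total and its TMM factor, and a positive log2 fold change means higher expression in the group named first. Choices that could change the numbers are the test, the filter on low counts, the normalization, the handling of tumors from the same mouse, and trends of the counts on gene length or GC content.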

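Principal components were computed from the 500 most variable genes after DESeq2's variance stabilizing transformation of the counts of all 14 tumors. The first component held 43.4% of the variance and the second 22.2%. Scores on the first component were 8.70 ± 12.3 in responders (SD, n = 5), -3.38 ± 4.59 in non-responders (SD, n = 4), and -5.99 ± 13.6 in control IgG tumors (SD, n = 5). Responders and non-responders differed by 12.1, which the scatter of the tumors could also give (two-sided exact permutation test, p = 0.119). On the second component, the scores were 8.46 ± 5.19 in responders (SD, n = 5), -4.53 ± 6.62 in non-responders (SD, n = 4), and -4.84 ± 7.62 in control IgG tumors (SD, n = 5). That difference of 13.0 between responders and non-responders had p = 0.0238 by the two-sided exact permutation test, and an adjusted p of 0.143 over the 6 components tested. The choice of genes moved the first component most. On the first component of the 5000 most variable genes, the difference was 30.0 (two-sided exact permutation test, p = 0.00794, the smallest p that 5 tumors against 4 allow). That component is another axis, whose scores correlated with those of the first component of 500 genes at 0.385. Among the 500 genes, 44 were keratin, cornified envelope, or desmosome genes, which held 35.0% of the squared loadings on the first component.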

Principal component analysis (PCA) revealed that the ICB responders had distinct gene expression from the non-responders (Additional file 1: Fig. S3f). Consistent with observed higher immune infiltration from IHC, the responder tumors had higher expression of genes involved in antigen binding, adaptive immune response, and lymphocyte-mediated immunity than the non-responders (Fig. 3f, g, Additional file 1: Fig. S3g), and lower expression of genes involved in protein translation and oxidative phosphorylation (Additional file 1: Fig. S3h). 

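Of the 16287 genes tested, 1612 differed between responders and non-responders at a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test, of which 827 were higher in responders and 785 lower. In 1297 of these genes, the responders and the non-responders did not overlap. Over all genes tested, 12.8% had no overlap, against 1.59% by chance for 5 tumors against 4. As a ratio, the number of genes moved most when an absolute log2 fold change over 1 was also required, which left 352, and by number of genes most with limma-voom and mouse as a random effect, to 2973. Limma-voom without the mouse effect gave 1491. The correlation within mice estimated for that effect was -0.282, and a negative value narrows the standard errors, so that the rise is no sign of a stronger result. Fig. 3g draws 40 genes, of which 38 were tested, and all 38 were higher in responders. Of these, 34 had an adjusted p under 0.05 over all genes, and 38 had one over the list alone, a list that the paper chose from these data. The T cell gene Cd8a (ENSMUSG00000053977, chromosome 6 of mm10, 71373427 to 71379173) was at 19.5 ± 5.22 CPM in responders (SD, n = 5) and 8.57 ± 1.41 CPM in non-responders (SD, n = 4). Its log2 fold change was 1.19 (standard error 0.25, edgeR adjusted p = 0.0137). Cd3e had a log2 fold change of 1.27 (standard error 0.26, edgeR adjusted p = 0.0123). Among the immunoglobulin constant genes, Ighg1 (chromosome 12, 113325240 to 113330523) was at 33.8 ± 24.0 CPM in responders and 1.78 ± 1.12 CPM in non-responders. The log2 fold change of Ighg1 was 4.24 (standard error 0.79, edgeR adjusted p = 0.00962), and reads could be divided between it and its paralogs, such as Ighg2b. Igkc (chromosome 6, 70726435 to 70726966) rose from 2.83 ± 1.28 CPM in non-responders to 27.2 ± 16.0 CPM in responders, a log2 fold change of 3.26 (standard error 0.64, edgeR adjusted p = 0.0114). Ciita, an interferon-gamma response gene, had a log2 fold change of 2.16 (standard error 0.41, edgeR adjusted p = 0.0102). Il12b, Ighg2b, and Oas2 were higher in responders by 1.51, 3.38, and 0.74 on the log2 scale, with edgeR adjusted p-values of 0.0533, 0.0724, and 0.100. The largest change downward among the genes with no overlap and a mean of at least 1 on the log2 CPM scale was that of the long noncoding RNA 1700048O20Rik (chromosome 9, 121937223 to 121947016). It was at 0.816 ± 0.609 CPM in responders and 11.7 ± 5.66 CPM in non-responders, a log2 fold change of -3.88 (edgeR adjusted p = 0.00258). Dnase1l3 changed by 2.41 (edgeR adjusted p = 0.00611), Fam71f2 by -2.53 (edgeR adjusted p = 0.00666), and the globin gene Hbb-bs by -2.80 (edgeR adjusted p = 0.0265, and above 0.05 in 5 of 9 fits that each left out 1 tumor).

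Protein translation and oxidative phosphorylation were measured as the mean log2 CPM of gene families defined by symbol. The 77 cytosolic ribosomal protein genes were at 9.52 ± 0.12 in responders (SD, n = 5) and 10.02 ± 0.36 in non-responders (SD, n = 4), a difference of -0.50 with all 77 genes lower in responders (two-sided exact permutation test over tumors, p = 0.00794). The camera test of limma, with a preset correlation of 0.01 between genes, gave an adjusted p of 1.0e-27 over the 4 families tested. The 78 mitochondrial ribosomal protein genes differed by -0.31 (exact permutation p = 0.0159, camera adjusted p = 8.5e-15), and the 82 nuclear genes of oxidative phosphorylation by -0.29 (exact permutation p = 0.0238, camera adjusted p = 2.1e-12). The 13 mitochondrially encoded protein genes differed by -0.23, less than the tumors varied within groups (exact permutation p = 0.556, camera adjusted p = 0.153). With the correlation between genes estimated from the data in place of the preset one, limma's camera adjusted p was 0.327 for each of the 3 nuclear families. Non-responder tumor 33R had the highest mean of all tumors in these 3 families, and without it the differences were -0.31, -0.14, and -0.11. Short genes were higher in 33R, in these families and outside them. With each library's trend on gene length removed, the differences were -0.29, -0.18, and -0.098, and on the scale log2(TPM + 1) they were -0.26, -0.060, and -0.050. The exact permutation p over tumors was then 0.0635, 0.143, and 0.325 with the length trend removed, and 0.00794, 0.373, and 0.524 on the TPM scale. The TPM scale also moved the median difference of all genes to 0.169. Relative to other genes on that scale, limma's camera adjusted p was 4.2e-52, 3.3e-14, and 7.2e-11, and with the estimated correlation 0.0220, 0.144, and 0.156. With the length trend removed, limma's camera adjusted p was 1.4e-12, 8.6e-07, and 0.0172, and with the estimated correlation 0.756, 0.756, and 0.873. In random lists matched on gene length and expression, the median difference was -0.22 for the cytosolic and -0.20 for the mitochondrial ribosomal protein genes, whose own means lay at percentile 0 of those lists. It was -0.25 for the genes of oxidative phosphorylation, whose own mean lay at percentile 7.83.

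**Figure D1:**
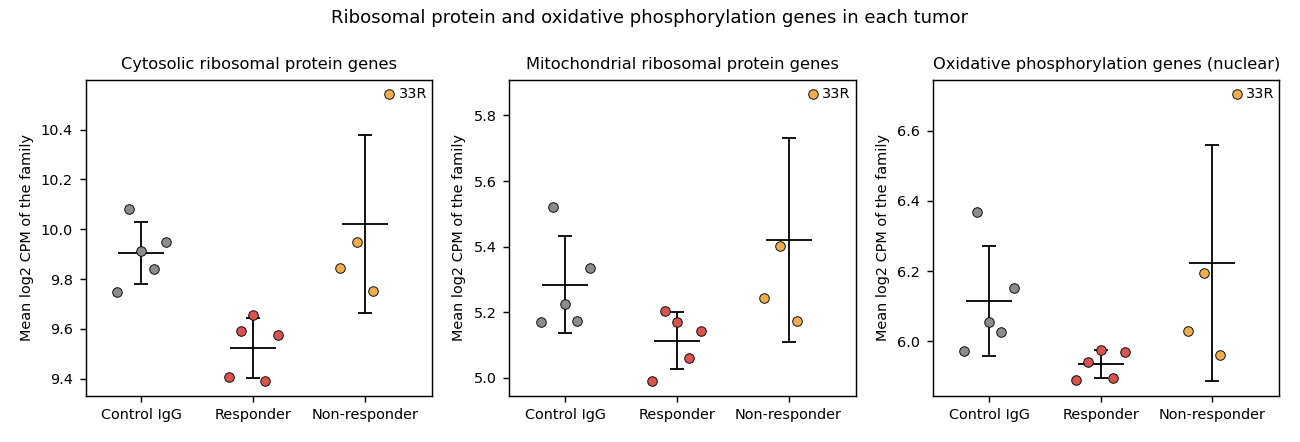
Mean log2 CPM of the 77 cytosolic ribosomal protein genes, the 78 mitochondrial ribosomal protein genes, and the 82 nuclear genes of oxidative phosphorylation (vertical axes, from left to right) in each tumor of the 3 groups (horizontal axes). Points are tumors and bars are the mean ± SD of 5, 5, and 4 tumors; responders lie lowest on average in each family, and non-responder 33R lies highest.

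The paper compared the transcriptomes because IHC had shown more T cells in responders, and ranked gene sets by GSEA. From the sets enriched in each direction, it states that responders had higher expression of adaptive immunity genes and lower expression of translation and oxidative phosphorylation genes than non-responders.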

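Among the cytokine and chemokine genes drawn in Fig. 3g, Ifng (ENSMUSG00000055170) lies on chromosome 10 of mm10 from 118441046 to 118445892. It was at 1.59 ± 0.673 CPM in responders (SD, n = 5), 0.450 ± 0.0909 CPM in non-responders (SD, n = 4), and 0.463 ± 0.214 CPM in control IgG tumors (SD, n = 5). The log2 fold change of responders over non-responders was 1.81 (standard error 0.38, edgeR adjusted p = 0.0139). Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) was at 19.5 ± 5.15 CPM in responders and 7.17 ± 0.956 CPM in non-responders, with a log2 fold change of 1.45 (standard error 0.26, edgeR adjusted p = 0.00793). Cxcl9 and Cxcl10 are neighbors on chromosome 5, from 92321347 to 92328079 and from 92346638 to 92348889. Cxcl9 (ENSMUSG00000029417) was at 152.1 ± 33.7 CPM in responders, 58.4 ± 12.0 CPM in non-responders, and 63.4 ± 29.4 CPM in control IgG tumors. Its log2 fold change was 1.38 (standard error 0.30, edgeR adjusted p = 0.0150). Cxcl10 (ENSMUSG00000034855) was at 21.7 ± 8.47 CPM in responders and 9.51 ± 3.30 CPM in non-responders, a log2 fold change of 1.19 (standard error 0.37) whose edgeR adjusted p of 0.0546 lay above 0.05. Over the alternatives in processing, the adjusted p of Cxcl10 ranged from 0.00921 to 0.0693, and over the fits that left out 1 tumor from 0.0441 to 0.138. With each tumor left out in turn, the log2 fold change stayed between 1.55 and 1.94 for Ifng, between 1.29 and 1.55 for Ccl5, between 1.28 and 1.53 for Cxcl9, and between 0.97 and 1.40 for Cxcl10.

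**Figure D2:**
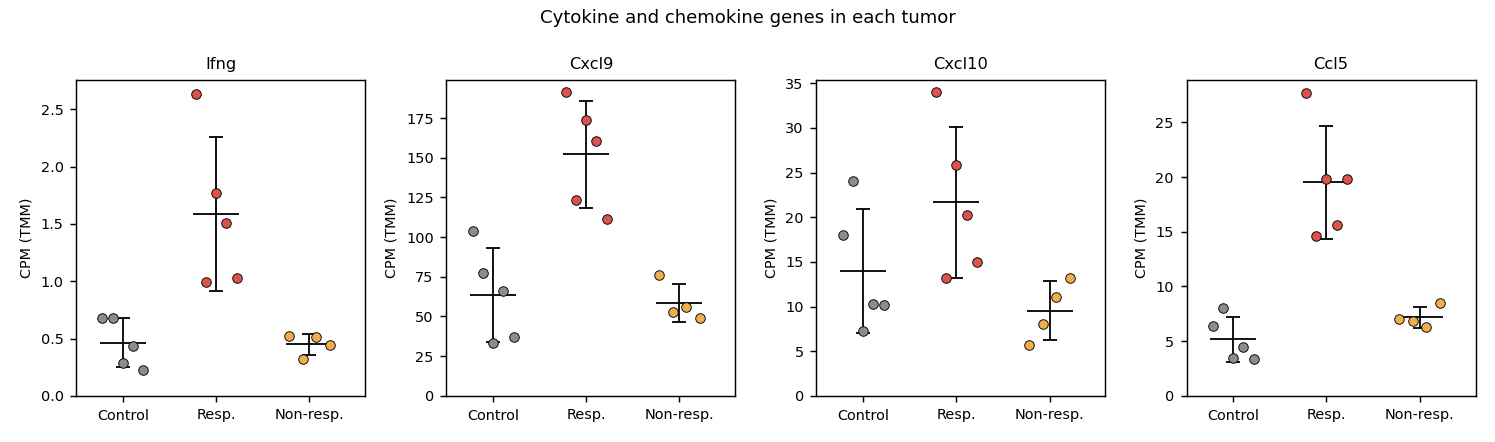
CPM of Ifng, Cxcl9, Cxcl10, and Ccl5 (vertical axes, linear scales that start at 0) in each of 5 control IgG tumors, 5 responders (Resp.), and 4 non-responders (Non-resp.). Points are tumors and bars are the mean ± SD; every responder lies above every non-responder, by a wide gap for Ifng, Cxcl9, and Ccl5 and by little for Cxcl10, where the lowest responder and the highest non-responder are both at 13.2 CPM.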

The responders also showed higher expression of pro-inflammatory cytokines/chemokines, such as *Ifng*, *Cxcl9*, *Cxcl10*, and *Ccl5* (Fig. 3g). Furthermore, we utilized another mouse model (MC38 colorectal cancer) to investigate the difference between ICB responders and non-responders. Again, we observed strong association between primary response to ICB and cancer cell-extrinsic factors (Additional file 1: Fig. S3i).

Intra-tumoral TCR clonality was reported to be associated with ICB response in recent studies [59]. We therefore applied the TRUST [60] algorithm on the tumor RNA-seq data to infer the tumor-infiltrating immune repertoires. Different from regular TCR/BCR-seq approaches that sequence the immune repertoires directly from the genomic DNA, TRUST extrapolates immune repertoires from RNA-seq data. 

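The expected counts on the genes of each T and B cell receptor locus were summed and divided by the total of the tumor. These sums cover recombined and unrecombined transcripts alike, and the repertoires that TRUST assembles from reads were not recomputed here. The T cell receptor alpha locus (TRA, 189 genes) held 0.000582 ± 0.000169% of the counts in responders (SD, n = 5), 0.000267 ± 4.52e-05% in non-responders (SD, n = 4), and 0.000284 ± 9.07e-05% in control IgG tumors (SD, n = 5). The beta locus (TRB, 53 genes) held 0.00178 ± 0.000375% in responders, 0.000928 ± 0.000169% in non-responders, and 0.00107 ± 0.000385% in control IgG tumors. The ratio of responders to non-responders was 2.18 for TRA and 1.92 for TRB. For the immunoglobulin heavy chain locus (IGH, 217 genes), the share was 0.00813 ± 0.00275% in responders and 0.00230 ± 0.000421% in non-responders, a ratio of 3.54. The kappa light chain locus (IGK, 166 genes) had the largest ratio, 10.8, with 0.00471 ± 0.00277% in responders and 0.000437 ± 0.000179% in non-responders. The lambda light chain locus (IGL, 12 genes) held 0.000169 ± 9.72e-05% in responders and 4.34e-05 ± 2.33e-05% in non-responders, a ratio of 3.88 that rests on 7 to 24 counts in each non-responder. Each of the 5 loci had an adjusted p of 0.0238 over the 5 loci (two-sided exact permutation test over 126 splits of the tumors). With the tumors of a mouse averaged, the ratios lay between 1.97 and 11.9 and each p was 0.0571 (two-sided exact permutation test over 35 splits of 4 mice against 3, whose smallest possible p is 0.0286).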

Responders had higher levels of recombined immune repertoires (Additional file 1: Fig. S4a-b), potentially due to their higher level of adaptive immune infiltration. Consistent with previous studies, we detected slightly higher TCR clonality and significantly higher BCR clonality in the responders (Additional file 1: Fig. S4c), supporting the role of clonal expanded T and B cells in tumor elimination. Furthermore, we applied our previously published computational method TIDE [41] on the tumor RNA-seq data to estimate the level of immunosuppressive cell types that can cause T cell exclusion (Fig. 3h, i). Consistent with the IHC and immune marker gene expression, T cell exclusion score is higher in non-responders than responders (Fig. 3h), showing positive correlation with gene expression signatures from myeloid-derived suppressor cells (MDSC) and M2 macrophages (Fig. 3i). 

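The TIDE exclusion score and its correlations with reference profiles were not recomputed here. In their place, the mean log2 CPM of a list of 10 marker genes was taken for each of the 3 cell types of Fig. 3i. The lists were written before the data were examined. The MDSC list, which includes S100a8, S100a9, Arg1, and Cxcr2, was at 3.71 ± 0.34 in responders (SD, n = 5), 3.88 ± 0.30 in non-responders (SD, n = 4), and 3.92 ± 0.29 in control IgG tumors (SD, n = 5). The difference of -0.17 between responders and non-responders was smaller than the SD of either group (two-sided exact permutation test, p = 0.468), and on the scale log2(TPM + 1) it was 0.021 (exact permutation p = 0.905). The M2 macrophage list, which includes Mrc1, Cd163, Arg1, and Retnla, was at 5.06 ± 0.19 in responders, 4.61 ± 0.29 in non-responders, and 4.30 ± 0.40 in control IgG tumors. It was higher in responders than in non-responders by 0.45 (two-sided exact permutation test, p = 0.0317), with an adjusted p of 0.0952 over the 3 lists. The list of cancer-associated fibroblast genes was at 6.71 ± 0.26 in responders and 6.46 ± 0.43 in non-responders, a difference of 0.24 within the spread between tumors (two-sided exact permutation test, p = 0.317).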

We assessed the clinical relevance of the response-associated gene expression signature in mouse by assessing the association between signature score and patient survival in published ICB treatment cohorts with Cox-PH regression. We found that the mouse responder signature significantly correlated with a lower survival hazard (reflected by a negative Cox-PH regression coefficient value and *z* score) in the majority of ICB clinical studies (Fig. 3j–l). Together, these results show that cancer cells originating from the same ancestors can form tumors of ICB responders or non-responders.

### ICB treatment enriched ICB-resistant cancer clones in responders

The assays above addressed the heterogeneity of response to ICB treatment at the bulk tumor level. We then focused on the response at the cancer clone level by isolating single cell-derived clones to investigate their phenotype (Fig. 4a).

**Fig. 4:**
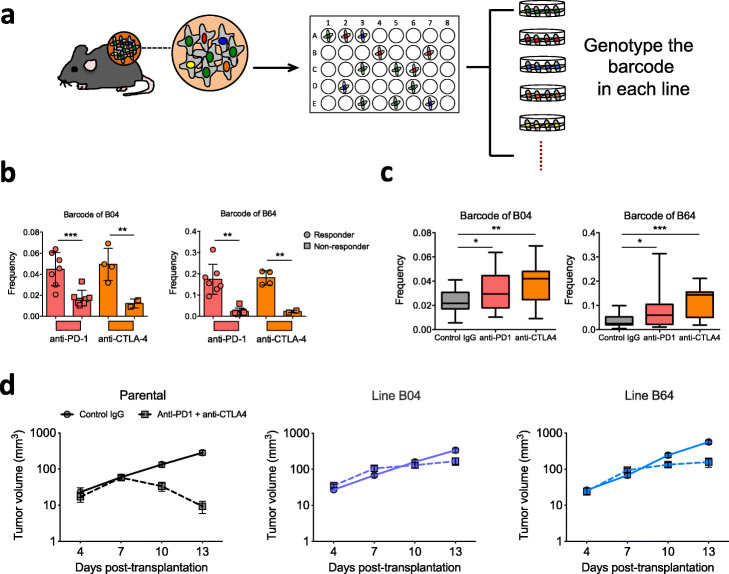
ICB treatment enriched ICB-resistant cancer clones in responders. **a** Design for isolation of ICB-resistant clone. Tumors (large blue dot) were dissociated and cancer cells (small blue dots) were plated into 96-well plates at limiting dilution. Single cell-occupied wells were selected by microscopy and then expanded to establish stable lines. We genotyped each established line by Sanger sequencing of the barcode and inferred its ICB sensitivity based on enrichment/depletion by anti-PD1 and/or anti-CTLA4. **b** Frequency of the clones representing line B04 or line B64 is higher in responders than non-responders of ICB (mean ± SD; **P < 0.01, ***P < 0.001; one-way ANOVA with Benjamini-Hochberg post-test multiple comparison). **c** Frequency of the barcodes representing line B04 or line B64 is higher in the anti-PD1- or anti-CTLA4-treated group than the control group (boxplot shows the minimum, first quartile, median, third quartile, and maximum values of each group; *P < 0.05, **P < 0.01, ***P < 0.001; one-way ANOVA with Benjamini-Hochberg post-test multiple comparison). **d** Response to combined ICB treatment confirmed the ICB resistance of lines B04 and B64. We transplanted 250,000 cells (parental, line B04, or line B64) into the syngeneic recipients and treated the tumor with control IgG or combinatorial anti-PD1 + anti-CTLA4 on days 4, 7, and 10 post-transplantation. Tumors derived from the parental line decreased in size after ICB treatment, whereas those derived from line B04 or line B64 persisted

We established ~ 150 single cell-derived lines from engrafted tumors by limiting dilution. Upon genotyping of the barcode in each line, we identified 5 lines (numbered A01, A06, B04, B64, and C32) representing 2 distinct barcoded clones that were significantly enriched in the ICB responders compared to the non-responders (Additional file 2: Table S1, Fig. 4b, Additional file 1: Fig. S5). These clones were also enriched in both anti-PD-1- and anti-CTLA-4-treated tumors compared to the IgG-treated control (Fig. 4c), suggesting they are more resistant to ICB treatment than the average of other clones. To verify this, we conducted another round of growth experiments on the B04 and B64 lines in vivo (each represented by different barcodes) and compared these to the parental line. The “parental line” used here and later experiments refers to the in vivo-derived bulk CT26 cells to control for engraftment-mediated selection and facilitate data comparison. Lines B04 and B64 manifested increased resistance to combined anti-PD-1/anti-CTLA-4 (Fig. 4d), demonstrating that the cancer clones enriched in the ICB responders were more resistant to ICB treatment. These results suggest that the ICB responders had a higher composition of ICB-resistant cancer clones following ICB treatment. Together with the microenvironment characterization in Fig. 3, our data support a model that the responders had higher cancer cell-extrinsic antitumor immunity, and such selective pressure consequently drove clonal selection and enrichment of cancer cell-intrinsic ICB-resistant clones. In contrast, the non-responders lacked effective T cell infiltration and showed a lower level of clonal selection.

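In bulk tumor RNA-seq, no gene differed between the 4 non-responders and the 5 control IgG tumors at an edgeR adjusted p under 0.05, and 758 of the 16287 genes had an unadjusted p under 0.05. Among that many genes, chance alone gives no fewer on average. The same fit called 2147 genes between responders and control IgG tumors, 1284 higher in responders and 863 lower. DESeq2 moved the comparison of non-responders with controls most, to 18 genes. Cd8a was at 10.8 ± 3.69 CPM in control IgG tumors (SD, n = 5). Its log2 fold change of non-responders over controls was -0.33 (edgeR adjusted p = 0.931). The mean log2 CPM of 8 cytotoxic effector genes, which include Gzmb and Prf1, was 3.24 ± 0.27 in non-responders (SD, n = 4) and 2.95 ± 0.32 in control IgG tumors (SD, n = 5). That difference of 0.28 was within the spread between tumors (two-sided exact permutation test, p = 0.222), with an adjusted p of 1 over the 14 marker lists. The lowest adjusted p between non-responders and controls was 0.0683 in edgeR's test, shared by Retnla, Ms4a8a, and Lyz1. These 3 genes were singled out after their values were seen. Each passed in 4 of 12 alternatives, with the lowest adjusted p in DESeq2, 1.9e-05 for Retnla, 1.2e-05 for Ms4a8a, and 1.0e-05 for Lyz1, and the highest in limma-voom, 0.312. In the fits that left out 1 tumor, none of the 3 passed. Retnla (chromosome 16, 48842551 to 48844461) was at 15.4 ± 4.77 CPM in non-responders, 1.39 ± 0.919 CPM in controls, and 41.9 ± 21.6 CPM in responders. Its log2 fold change over controls was 3.46 in non-responders (standard error 0.53) and 4.91 in responders (edgeR adjusted p = 0.000323). Ms4a8a and Lyz1, whose reads could be divided with its paralog Lyz2, were higher in non-responders than in controls by 1.23 and 1.41 on the log2 scale. In responders, Ms4a8a was higher than in controls by 2.32 (edgeR adjusted p = 6.0e-05).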

### ICB-resistant clones show distinct transcription signatures associated with T cell dysfunction

We tried to understand the mechanisms of ICB resistance in clones B04 and B64 from different aspects. First, loss of antigen presentation or sensitivity to IFNγ induction has been reported to confer resistance to immunotherapy [12, 16, 61]. We therefore compared the MHC-I and PD-L1 levels of B04, B64, and the parental line, but observed similar baseline levels and similar induction by IFNγ (Additional file 1: Fig. S6a-b). This indicates that the resistance mechanisms of B04 and B64 are not due to lack of MHC-I expression or insensitivity to IFNγ.

Next, we investigated whether B04 and B64 lines are associated with T cell dysfunction. To this end, we borrowed insights from our previous TIDE study [41], which utilized a Cox proportional hazard (Cox-PH) model to identify gene expression signatures associated with T cell dysfunction in TCGA and PRECOG datasets. This signature reflects the gene expression in both the dysfunctional T cells and in other cells in the tumor which are associated with T cell dysfunction. We conducted RNA-seq analyses on B04, B64, and the parental line and observed a significant positive correlation between differentially expressed genes in the resistant lines and the TIDE T cell dysfunction signature (Additional file 1: Fig. S7a). Genes with a strong positive TIDE dysfunction *z* score, whose higher expression indicates cytotoxic T cell dysfunction, were upregulated in the ICB-resistant lines (Additional file 1: Fig. S7b), whereas those with negative TIDE *z* score were unchanged or downregulated (Additional file 1: Fig. S7c). While this observation suggested that cancer cells with B04 and B64 signature might be associated with T cell dysfunction in clinical tumors, we wondered whether they might represent distinct mechanisms. Indeed, PCA of the RNA-seq profiles revealed that these two resistant lines have distinct gene expression changes compared to the parental line (Fig. 5a). Closer examination revealed that line B04 had higher expression of genes in DNA replication and sterol biosynthesis and lower expression of genes in ribosome biogenesis, whereas line B64 had higher expression of genes in interferon response and lower expression of genes in growth factor binding (Fig. 5b). We performed VarScan analysis of RNA-seq data from parental CT26 line, line B04, and line B64 to identify the genetic differences. We found a mutation in *Arhgap30* (Rho GTPase Activating Protein, L458S) that was present in B04 but absent in parental line and B64. We did not find any B64-specific mutations. *Arhgap30* was expressed in B04 but not expressed at detectable levels in parental line or B64, which likely explains why this SNP was detected only in B04. Although this gene is reported to be correlated with LDL cholesterol levels, we do not know what underlies the differential expression of this gene. We therefore speculate that the transcriptional differences in B04 and B64 might be driven by epigenetic factors.

**Fig. 5:**
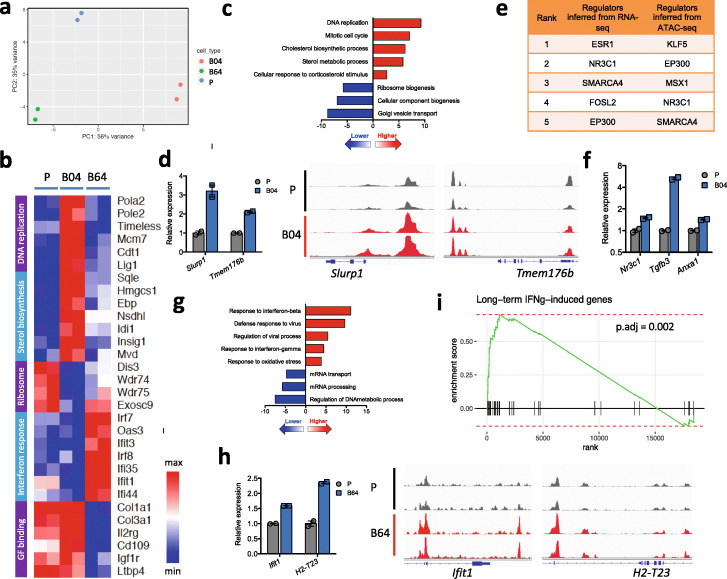
ICB-resistant clones show different transcriptional signatures associated with T cell dysfunction. **a** PCA of RNA-seq data from parental line CT26 and ICB-resistant lines B04 and B64 suggests distinct expression profiles between the three lines. **b** Heatmap of relative expression of the top differentially expressed genes between the resistant lines and the parental line. **c** Cistrome GO enrichment of pathways up- or downregulated in line B04 compared to the parental line, integrating RNA-seq and ATAC-seq data. **d** Immune response-related genes *Slurp1* and *Tmem176b* have higher RNA expression (barplot on the left) and genomic DNA accessibility (alignment plot on the right) in line B04 compared to the parental line. **e** Top transcription regulators in line B04 compared to the parental line, inferred from RNA-seq (by LISA) or ATAC-seq (by CistromeDB). **f** GR and its targets are expressed higher in line B04 compared to the parental line. Each individual value and mean ± SD are plotted for each group. **g** Cistrome GO enrichment of pathways up- or downregulated in line B64 compared to the parental line, integrating RNA-seq and ATAC-seq data. **h** Immune response-related genes *Ifit1* and *H2-T23* have higher RNA expression (barplot on the left) and genomic DNA accessibility (alignment plot on the right) in line B64 compared to the parental line. **i** GSEA shows upregulation of genes induced by long-term IFNγ induction (gene set derived from Benci et al. [15]). Each vertical black line represents a gene upregulated by long-term IFNγ induction in the Benci et al. study

To further characterize the differentially expressed genes in the resistant lines, we performed ATAC-seq to assess their differences in chromatin accessibility. Similar to RNA-seq, PCA on the ATAC-seq data also suggests distinct epigenetic changes between line B04 and line B64 as compared to the parental line (Additional file 1: Fig. S7d). Using regulatory potential derived from our previously developed BETA algorithm [62] to assign the differential ATAC-seq peaks to genes, we found good correlation between differential ATAC-seq and differential RNA-seq (Additional file 1: Fig. S7e-f). We then used Cistrome GO [63] to find the most differentially regulated genes by combining the differential ATAC-seq and differential RNA-seq data. The upregulated genes in line B04 were enriched for cell cycle and sterol metabolic pathways from GSEA [63, 64] analysis (Fig. 5c) and included many genes known to be related to immune response. For example, *Slurp1* and *Tmem176b* were upregulated in line B04 (Fig. 5d). SLURP1 is a secreted protein with immunomodulatory effects [65], and TMEM176B is a cation channel protein only recently discovered to suppress antitumor immunity via the inflammasome pathway [66]. To infer the putative transcription factors regulating the observed differential ATAC-seq and differential RNA-seq, we used two computational methods to exploit published ChIP-seq and chromatin accessibility profiles in Cistrome Data Browser (CistromeDB) [67]. For differential ATAC-seq, we used the toolkit function in CistromeDB [68] to identify transcription regulators whose published binding sites have the highest overlap with our differential ATAC-seq peaks. For differential RNA-seq, we used LISA [69] to first construct a chromatin model based on the differential genes and then identify the transcription regulators whose binding has the biggest effect on these genes based on the chromatin model. The two approaches retrieved consistent predictions, with nuclear receptor NR3C1, SWI/SNF complex component SMARCA4, and histone acetyltransferase EP300 as top candidates (Fig. 5e, Additional file 4: Table S3, Additional file 5: Table S4). In support of the NR3C1 prediction, the expression of *Nr3c1* (encoding glucocorticoid receptor, GR) as well as its downstream targets was significantly upregulated in B04 (Fig. 5f). GR is known to mediate the immunosuppressive effects of glucocorticoids, and its agonists have been used clinically to suppress inflammation and relieve autoimmune side effects [70–72]. GR ChIP-seq from CistromeDB also revealed that GR can bind to the promoter and/or enhancer regions of *Slurp1* and *Tmem176b* (Additional file 1: Fig. S7g) [73]. Activation of GR in cancer cells was reported to induce resistance to chemotherapy or targeted therapies [74–76], and our results suggest that GR might also induce resistance to immunotherapy.

Different from our observations in line B04, the most upregulated genes from combined differential RNA-seq/ATAC-seq data in line B64 were enriched for genes involved in response to type I and type II interferons (Fig. 5g), including genes *Ifit1* and *H2-T23* (Fig. 5h). IFIT1 is an interferon-stimulated gene with reported antiviral effects [77], and H2-T23 is a class Ib MHC that interacts with the NKG2A inhibitory receptor on NK cells and T cells to suppress their activation [78, 79]. In addition, key transcription factors downstream of interferon, such as *Irf7*, *Irf8*, and *Stat2*, were upregulated in B64 and can bind to the promoter/enhancer region of *Ifit1* and *H2-T23* (Additional file 1: Fig. S7h-j). Recently, multiple studies reported that type I and II interferon signaling can compromise cancer cell response to T cell-mediated killing [15, 80], via mechanisms such as upregulation of T cell inhibitory receptor ligands (e.g., PD-L1 and MHC-II) and other cancer-associated inhibitory interferon-stimulated genes (e.g., *IFIT1* and *MX1*). Indeed, the genes induced by long-term IFNγ treatment in their study which were reported to be associated with ICB resistance were also enriched in the upregulated genes in line B64, including *Ifit1* (Fig. 5h, i).

In summary, these results suggest that different cancer clones, even those derived from the same parental line, can have distinct transcriptomic and epigenetic characteristics, and heterogeneous sensitivity to ICB treatment. These clones are subject to different selection pressures in different hosts, which likely underlie the diverse response patterns observed.

### Mathematical modeling of the clonal dynamics predicts that ICB-resistant clones are enriched in responders

Our results above demonstrated that there are heterogeneous responses to anti-PD-1 and anti-CTLA-4 not only at the bulk tumor level but also at the clonal level. To quantitatively assess the contribution of clonal level ICB resistance to bulk tumor growth, we performed mathematical modeling of the barcoded clones in the tumors. We first established the theoretical framework of clonal selection in vivo by deducing the growth advantage of a clone compared to the bulk population [81]. This model assumed that the fitness advantage of each clone is reflected by its log-transformed frequency (Fig. 6a). We applied a Bayesian statistical inference method [83] to model clone selection under all treatment conditions and identified 6 clusters of clones with different growth patterns and sensitivity to ICB treatment (Fig. 6b, Additional file 1: Fig. S8a-c). Among them, there are clones more sensitive to both anti-PD-1 and anti-CTLA-4 (clusters #1, #2, and #3), and those more resistant to both anti-PD-1 and anti-CTLA-4 (clusters #5 and #6). Consistent with experimental validation of resistance, lines B04 and B64 were assigned to the resistant clusters #5 and #6, respectively.

**Fig. 6:**
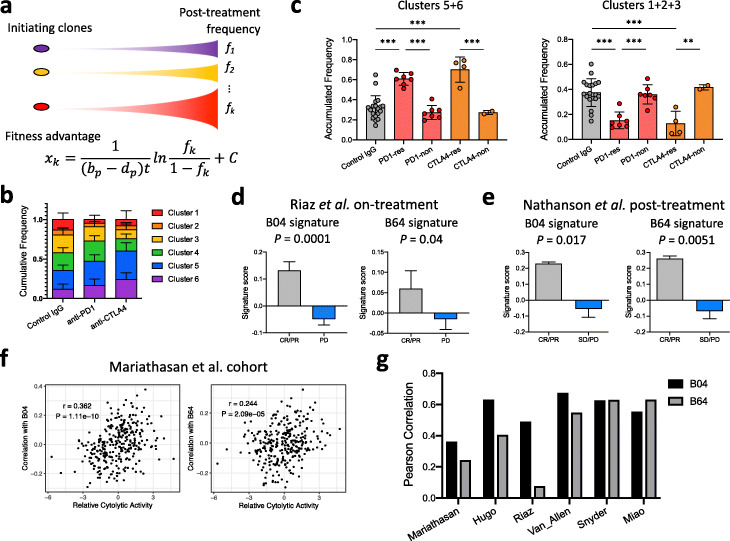
Mathematical modeling reveals little contribution of ICB-resistant clones to the ICB resistance by the bulk tumor. **a** Scheme of the mathematical modeling of tumor clonal constitution. The fitness advantage of a clone (*x*_*k*_) can be expressed in a formula containing the proliferation and death rate of the bulk population (*b*_*p*_ and *d*_*p*_, respectively), time of growth (*t*), and frequency of this clone at tumor harvest (*f*_*k*_). **b** The cumulative frequencies of clones belonging to each cluster learned from the mathematical model in groups treated by control IgG, anti-PD-1, or anti-CTLA4 (mean ± SD). **c** The cumulative frequency of clones belonging to cluster 5 or 6 in **b** is significantly higher in ICB responders. The cumulative frequency of clones belonging to cluster 1, 2, or 3 in **b** is significantly higher in non-responders (mean ± SD; **P < 0.01, ***P < 0.001; one-way ANOVA with Benjamini-Hochberg post-test multiple comparison). “res” are responders and “non” are non-responders. **d**, **e** Cancer cell-intrinsic resistance signatures derived from line B04 or B64 significantly correlate with better ICB response within **d** on-treatment samples in the Riaz et al. study [54] and **e** post-treatment samples in the Nathanson et al. study [82] (mean ± SD; two-sided *t* test). **f**, **g** Cancer cell-intrinsic resistance signatures derived from line B04 or B64 correlate with intra-tumoral cytolytic activity from multiple clinical studies

To examine the contribution of ICB-resistant clones to the ICB response in the bulk tumors, we compared the cumulative frequency of clones in each cluster among different tumors. Consistent with the observation for lines B04 and B64, resistant clones (those belonging to clusters #5 and #6) showed higher frequency in ICB responders than non-responders (Fig. 6c). Conversely, sensitive clones (those belonging to clusters #1, #2, and #3) showed higher frequency in non-responders than responders (Fig. 6c). When expanding the analysis to all tumors, we observed a negative correlation between ICB-resistant clone abundance and tumor size after ICB treatment (Additional file 1: Fig. S8d), and conversely a positive correlation between ICB-sensitive clone abundance and tumor size (Additional file 1: Fig. S8e). These results revealed that the non-responders may actually contain a higher percentage of ICB-sensitive cancer cells after ICB treatment. It also implies that tumors with cancer cell-intrinsic resistance signatures in the on-treatment samples may correlate with better tumor response to ICB, suggesting that the tumors harbor sufficient immunity to eliminate the ICB-sensitive cancer cells. Interestingly, tumors treated by control IgG showed the same trend as those treated by ICB (Additional file 1: Fig. S8d-e), indicating that pre-existing intra-tumoral immune pressure might impose clonal selection of cancer cells even in the absence of ICB treatment.

To validate the clinical relevance of these observations from the mouse tumor model, we examined the bulk tumor RNA-seq data from multiple clinical studies [11, 20, 35, 54, 82, 84]. In the two studies where both pre-treatment and on-treatment tumor RNA-seq data are available for comparison [54, 82], the B04 and B64 gene expression signatures are significantly associated with better ICB response in the on/post-treatment tumors (Fig. 6d, e), but not the pre-treatment ones (Additional file 1: Fig. S8f-g). This is consistent with our observation in the mouse that the resistant clones were enriched after response to ICB treatment. Furthermore, in other studies where only pre-treatment RNA-seq data is available, B04 and B64 signatures show positive correlation with microenvironmental cytolytic activity based on transcription of *GZMA* and *PRF1* [85] (Fig. 6f, g). This observation supports our computational modeling that the presence of cancer cell-intrinsic immune resistance signature in tumors prior to immunotherapy treatment is an indication of pre-existing immune pressure and cytolytic activities.

Taken together, our approach combining a unique mouse system and extensive clinical data mining from multiple cohorts demonstrates that tumors originating from the same group of cancer cells can show diverse response patterns to ICB. Therefore, in addition to mutation profiling at diagnosis, characterizing cancer clonal constitution and the tumor microenvironment during treatment may provide complementary insights to improve patient outcomes.

## Discussion

Heterogeneous response to ICB among different patients remains a major challenge of cancer immunotherapy. Numerous clinical studies have been performed to assess treatment efficacy and response biomarkers [1–3, 10, 11, 20, 53, 54]. However, it is difficult to identify consistent resistance patterns, likely due to the remarkable inter- and intra-tumor heterogeneity. In this study, we identified heterogeneous responses to ICB treatment in multiple syngeneic transplantable tumor models and further identified diverse response patterns of the same cancer clones in tumors with different responses to ICB.

Comparing tumor growth and barcode distribution across different mouse tumors within the same treatment group, we demonstrated that response can differ dramatically between tumors with the same initial clonal constitution. Good response to ICB is strongly associated with elevated microenvironmental immune infiltration and T cell activation. Such microenvironment-dominated signature is associated with good prognosis in all but one clinical cohort tested. Comparing barcode frequencies between different treatment groups followed by clonal validation, we found that ICB-resistant cancer clones exist in the bulk cancer cell population prior to ICB treatment. We isolated two ICB-resistant cancer clones for further study and discovered that they have different transcriptional and epigenetic profiles and harbor distinct ICB-resistance mechanisms. Line B04 has elevated expression of genes downstream of nuclear receptors, such as GR. Glucocorticoid signaling was reported to mediate diverse effects in both cancer cells and immune cells. GR agonists, such as dexamethasone, can inhibit the activation and proliferation of lymphocytes, thus suppressing inflammation [70, 71, 86]. On the other hand, elevated GR signaling in cancer cells can mediate resistance to targeted therapy and promote cancer metastasis [74–76, 87]. Further investigation of GR is needed to uncover its role in immunotherapy response. Line B64 has elevated basal level of interferon response signature. This was surprising because interferon signaling is critical for T cell-driven inflammation and response to ICB treatment [12, 16], so increased interferon response signature was not expected to be associated with ICB resistance. However, recent studies also revealed that prolonged interferon exposure can regulate a multigenic resistance program to ICB [15], and indeed, we found genes involved in such resistance program to be upregulated in B64. In addition, elevated interferon signaling has also been reported to mediate resistance to chemotherapy, radiotherapy, or targeted therapies [88–90].

Built upon barcode distributions, our mathematical modeling revealed that ICB responders, but not non-responders, may show enrichment of cell-intrinsic ICB-resistance signatures during ICB therapy. Our simulation result comports with analyses of clinical data that ICB responders, rather than non-responders, show an enrichment of cancer cell-intrinsic resistance signature post-treatment. Consequently, the presence of ICB-resistant cancer clones is more likely to contribute to the late-developing resistance in the initial ICB responders, rather than the primary resistance in the initial non-responders. This finding marks a critical difference between immunotherapy and targeted therapies and emphasizes the critical role of cancer cell-extrinsic factors in ICB response. Systematic examination of the abundance of ICB-resistant clones and characterization of tumor microenvironment in ICB responders or non-responders corroborates the mathematical simulation and confirms the critical role of tumor microenvironment in ICB response. Our result indicates that genetic biomarkers alone may not be able to completely distinguish ICB responders from non-responders. Instead, an expression signature that reflects both the cancer cells and the immune microenvironment might provide important insights to ICB response prediction.

Despite the intriguing observations from our study, it remains elusive how different tumor microenvironments arise between different recipients of the same cancer cell line. Previous studies revealed multiple cancer cell-intrinsic mechanisms that can modulate the tumor microenvironment [14, 21, 57, 91–94]. However, in our study, we transplanted the same cancer cell line, so the difference in microenvironment between ICB responders and non-responders is unlikely attributable to cancer cell-intrinsic factors. Other studies suggested that the gut microbiota in each individual may play a critical role in their immune system development and ICB response [37, 95, 96]. In our study, all mice were obtained from the same company and maintained in the same facility, and we did not observe significant differences between cages, so the difference in ICB response we observed might not be attributable to the gut microbiota. One possible explanation is the general immune health of each individual at the time of tumor establishment and ICB treatment, a comprehensive state influenced by diet, exercise, immune repertoire, mental health, and other factors which merit further study. Another limitation of our study is that we isolated the single cell-derived cancer clones after, rather than before, ICB treatment. This is because all cancer clones had very low initial frequencies and ICB treatment provided a means to enrich ICB-resistant clones for isolation. Consequently, the transcriptome and epigenetic changes in lines B04 and B64 might be either pre-existing prior to ICB treatment or induced by ICB treatment. In either scenario, our data indicate that there are several pathways by which cancer cells may become ICB-resistant. Furthermore, as is the limitation with most cancer models in mice, the speed of disease development in transplantation models usually precludes the feasibility of assessing the role of mutation accumulation in the process of tumor development and ICB response. We expect that genomic engineering tools can be integrated with these models to simulate mutation accumulation and clonal evolution along tumor development and treatment response.

Whereas both cancer cell-intrinsic factors and cancer cell-extrinsic factors are known to influence the response to immunotherapy, our study found that even for the same labeled cancer cells grown in isogenic individuals, the immune response can be diverse. This finding has two important implications for clinical treatment and translational research. First, our results indicate that there is an inherent limitation in using pre-treatment genetic information to guide immunotherapy treatment decisions because tumors with a defined genetic background may show heterogeneous responses. Therefore, longitudinal data on the tumor microenvironment, such as by RNA-seq of biopsies, or monitoring of patient general immune health, such as by examining peripheral blood, will likely help optimize treatment strategies. Second, our study reveals a paradoxical observation, which may affect interpretations of tumor RNA-seq data from studies associating ICB response with expression signatures. When studying biomarkers for ICB response or resistance, it is common to use RNA-seq from tumors that respond to ICB as the “responder” signature. Our study suggests that immune-resistant cancer cells are enriched in such samples. Therefore, the “responder” signature derived this way may in fact be enriched for a cancer cell-intrinsic resistance signature, the opposite of the intended result. This phenomenon may thereby contribute to the variable performance of ICB response biomarkers in different clinical cohorts.

## Conclusions

In this study, we sought to address the heterogeneity of response to ICB. From analysis of published ICB clinical trials, we found that each biomarker shows variable prediction power in different studies. To further assess the source of such heterogeneity, we performed clonal tracing and mathematical modeling of cancer clonal dynamics in response to ICB. We found that the same population of cancer clones can show diverse response patterns in different tumors. ICB responders showed higher immune infiltration and enrichment of ICB-resistant clones post-treatment compared to non-responders. The cancer cell-intrinsic ICB-resistance signatures in on-treatment/post-treatment samples are correlated with better ICB response. These results demonstrate that tumors originating from the same cancer cells can show heterogeneous responses to ICB depending on the tumor microenvironment; therefore, longitudinal data on the tumor microenvironment or patient immune health may complement mutation profiling to optimize treatment. Furthermore, because ICB responders may be enriched for cancer cell-intrinsic resistant signatures, our study suggests that deconvolution of tumor RNA-seq data into cancer cell-intrinsic/extrinsic signatures may be required for proper interpretation of response-signature association studies.

## Methods

### Mice

All mice were housed in standard cages in Dana-Farber Cancer Institute Animal Resources Facility (ARF). All animal procedures were carried out under the ARF Institutional Animal Care and Use Committee (IACUC) protocol and were in accordance with the IACUC standards for the welfare of animals. Wild-type Balb/c and C57BL/6 recipient mice were purchased from Charles River laboratory.

### Barcoding of cancer cells

CT26 mouse colorectal cancer cell line was cultured in RPMI-1640 medium supplemented with 10% FBS and 1% penicillin-streptomycin. We transduced the CT26 cells with the ClonTracer barcode retroviral library using 8 μg/ml polybrene. After 24-h incubation, infected cells were selected with puromycin. To ensure that the majority of cells were transduced with a single virion, we performed the transduction at low multiplicity of infection (MOI < 0.05). To avoid marking multiple clones with the same barcode, we restricted the number of cells infected during the transduction (< 10,000) prior to the follow-up expansion (Supplementary Fig. 1a). Expanded cultures from the same batch of infection were highly consistent in barcode distribution (Supplementary Fig. 1b), enabling systematic assessment of enrichment or depletion of clones in response to drug treatment.

### Barcode amplification and sequencing

At the end of ICB treatment in vivo, we harvested residual tumors from each recipient mouse and extracted bulk genomic DNA with the AllPrep DNA/RNA Mini Kit (Qiagen) for barcode amplification. We used PCR to amplify the barcode sequence for NGS with protocols as previously described [51]. We sequenced the PCR-amplified barcode library on the Illumina HiSeq-2500 sequencer, with paired-end 150 TruSeq kit. Deconvolution of sequencing results and quantification of barcode composition were performed by clonTracer_v1.2 software [51].

### Assess the heterogeneity of ICB response between different tumors and different cancer clones

We transplanted 2.5 × 10^5^ barcoded CT26 cells subcutaneously into the left and right flank of 6–8-week-old female Balb/c mice (from Charles River Laboratory). When the tumors became palpable (day 7 post-transplantation), we began treatment with control IgG (clone 2A3), anti-PD1 (clone 1A12), or anti-CTLA4 (clone 9D9), by intraperitoneal injection (200 μg per mouse in 200 μl HBSS buffer) every 3 days for a total of 5 times. Three days after the last treatment, we harvested tumors for immunohistochemistry and DNA/RNA extraction.

To assess the heterogeneity of ICB response between different tumors, we monitored tumor size along the course of treatment and identified “responder” or “non-responder” tumors in the anti-PD1 or anti-CTLA4 cohorts based on their size at the end of treatment compared to the tumors in the control IgG cohort. Specifically, tumors larger than 10^*M* − 0.1^ were classified as “non-responder” and tumors smaller than 10^*M* − 0.5^ were classified as “responder” (*M* denotes the logarithmic median tumor size in the control IgG cohort). We also applied an alternative approach to classify responder and non-responder by the magnitude of change between post- and pre-treatment tumor size, which led to similar results. We then performed immunohistochemistry and bulk tumor RNA-seq to characterize the difference between responders and non-responders. Notably, there were 8 tumors in the anti-CTLA4 cohort with complete response, which prevented us from profiling their tumor microenvironment.

To evaluate the intra-tumoral heterogeneity of cancer clones in response to ICB treatment, we used the genomic DNA harvested from each tumor at the end of treatment course for barcode amplification and sequencing. We compared global barcode composition in all samples by hierarchical clustering. For each barcode, we compared its log-transformed frequency in control IgG, anti-PD1, or anti-CTLA4 cohort by ANOVA.

### Assess the heterogeneity of ICB response in other syngeneic models

A total of 250,000 MC38, 4T1, or EMT6 cells were transplanted subcutaneously (for MC38) or into the mammary fat pad (for 4T1 and EMT6) into syngeneic recipients. When the tumors grew to 100–200 mm^3^ in size, we started control IgG or anti-PD1 treatment 100 μg per mouse every 3 days for a total of 4 doses. We monitored tumor size along the treatment course and compared the intra-group variance between the control IgG and anti-PD1 groups in each model by the *F* test of the equality of variances.

### Isolation of ICB-resistant single cell-derived clones

We first transplanted 2.5 × 10^5^ barcoded CT26 cells into syngeneic Balb/c recipient mice for tumor establishment in vivo. On day 16 post-transplantation, after the tumor was established in vivo, we harvested the bulk tumor for isolation of single cell-derived clones and then genotyped each clone for their barcode identity. Specifically, tumors were cut into small pieces, digested in collagenase/hyaluronidase for 20 min at 37 °C, washed with RPMI media, and filtered through a 70-μm cell strainer. Cells were resuspended in RPMI medium supplemented with 10% FBS and 1% penicillin/streptomycin for culture. The next day, we started treatment of the cell culture with 10 μg/ml puromycin for 2 days to select barcoded CT26 cells.

To acquire single cell-derived clones, we plated the barcoded CT26 cells from the previous step into 96-well plates at limiting dilution and selected wells occupied by a single cell under the microscope for further culture. We then extracted genomic DNA from each single cell-derived clone and sequenced its barcode for identification. Each single cell-derived clone was evaluated for ICB sensitivity/resistance based on the depletion/enrichment of its corresponding barcode by anti-PD1 or anti-CTLA4 treatment.

### Validation of ICB resistance in isolated lines

As above, we cultured bulk barcoded CT26 cells isolated from established tumors as control “parental” line and expanded the resistant lines #B04 and #B64, which harbored the barcodes enriched by both anti-PD1 and anti-CTLA4 treatment. To verify the ICB resistance of line B04 and line B64, we transplanted 2.5 × 10^5^ parental, line B04, or line B64 cells into 6–8-week-old Balb/c recipient mice and performed combination ICB or single agent treatment for validation. For single agent treatment, we used 200 μg control IgG (clone 2A3), anti-PD1 (clone 1A12), or anti-CTLA4 (clone 9D9) per mouse each time. For anti-PD1/anti-CTLA4 combination treatment, we used 200 μg control IgG per mouse in the control treatment group and 100 μg anti-PD1 + 100 μg anti-CTLA4 in the ICB treatment group per mouse each time.

All mouse studies were approved by IACUC at Dana-Farber Cancer Institute and performed in accordance with the IACUC standards for the welfare of animals.

### Flow cytometry

For assessment of MHC-I and PD-L1 levels, CT26 cells (in vivo-selected parental control or isolated ICB-resistant lines) were treated by vehicle control or 10 ng/ml IFNγ for 48 h. Cells were then dissociated and resuspended in PBS-2%FBS and incubated with DAPI, anti-PD-L1 (clone MIH5, BD Biosciences), and anti-H2-K^d^ (clone SF1-1.1, BioLegend) for 1 h on ice. Cells were then washed, resuspended in PBS-2%FBS, and analyzed on BD LSR-Fortessa instrument. FACS data was then analyzed by FlowJo software.

For assessment of intra-tumoral immune infiltration in the MC38 model, 9-week-old C57BL/6 (Charles River) mice were implanted with 1 × 10^5^ MC38 cells in each flank. On days 14, 16, and 18 post-tumor implantation, animals received intraperitoneal injection of anti-PD-1 monoclonal antibody (clone 29F.1A12, 50 μg/animal). Animals were euthanized on day 32 post-tumor implantation, and the resulting tumors were dissected, digested (Miltenyi mouse tumor dissociation kit, 130-096-730), depleted of red blood cells by ACK solution lysis, and stained with fluorescent conjugated antibodies for flow cytometry analysis for tumor-infiltrating immune cell populations using an established antibody panel and flow cytometry protocol [97]. We used the summed frequency of CD4+ and CD8+ T cells in all viable singlet cells to quantify T cell infiltration in each sample.

### Immunohistochemistry

Immunohistochemistry of FFPE samples of mouse tumors was performed at the Brigham and Women’s Hospital (BWH) Specialized Histopathology Core Lab.

### RNA-seq

For comparison of transcription profile between single cell-derived clones and the parental line, we extracted total RNA from in vivo-selected parental line or isolated ICB-resistant lines (#B04 and #B64) cultured in complete RPMI-1640 culture medium in duplicates. RNA extraction was performed using the miRNeasy Plus Mini Kit (Qiagen, #17004) following the manufacturer’s protocol. Total RNA was submitted to Novogene Inc. for sequencing. Standard mRNA library preparation kit was used for library preparation. Paired-end 150 bp sequencing was done on Illumina HiSeq 2500. RNA-seq fastq reads were aligned to the mm10 genome using STAR v2.5 [98] with default settings and quantified using RSEM [99] with default settings. The downstream differential gene expression analysis was performed using DESeq2 [100], with default settings, and differentially regulated gene sets were derived by GSEA [64] with default settings. To identify genetic mutations in the barcoded cell lines, we performed VarScan [101] analysis of parental CT26 line, line B04, and line B64 RNA-seq with default settings.

For comparison of transcription profile between tumor samples, we extracted total RNA from bulk tumor samples using the AllPrep DNA/RNA Mini Kit (Qiagen, #80204). Total RNA was submitted to Novogene Inc. for sequencing as above.

### ATAC-seq

For comparison of chromatin accessibility between single cell-derived clones and the parental line, ATAC-seq was performed using in vivo-selected parental line or isolated ICB-resistant lines (#B04 and #B64) in duplicates (200,000 cells) by the Center for Functional Cancer Epigenetics at DFCI as previously described. For data analysis, we used Burrows-Wheeler Aligner (BWA) to map sequencing reads to the reference genome and MACS2 for peak calling. DESeq2 was applied to identify the differentially accessible regions between ICB-resistant lines and the parental control line.

### Infer transcriptional regulators from RNA-seq

We inferred the transcriptional regulators underlying the transcriptional difference between the parental line and ICB-resistant lines by the LISA algorithm (http://lisa.cistrome.org/). Briefly, given a differentially expressed gene set, LISA uses DNase-seq and H3K27ac ChIP-seq data in public databases to model the chromatin landscape of the cell type and lineage context. Based on the chromatin landscape, LISA uses two methods to infer the relevant transcription regulators by evaluating all the ChIP-seq-determined transcription regulator binding sites.

With direct ChIP method, for each transcription regulator ChIP-seq dataset, LISA examines the regulatory potential for the target gene set compared to background gene set. The transcription regulators with largest difference in regulatory potential between target and background gene sets are reported as the driving transcription regulators.

With in silico deletion method, LISA first selects a small number of DNase-seq or H3K27ac ChIP-seq samples from the CistromeDB based on chromatin regulatory potential to discriminate the target gene set from a random background gene set. It then evaluates each putative transcription regulator cistrome by first setting the DNase-seq/H3K27ac ChIP-seq chromatin signal to zero on the cistrome peaks and then testing whether it influences regulatory potential for target and background gene set. The transcription regulators that influence target gene set more than background gene set are reported as the driving transcription regulators.

The above two methods generated very similar results for our differentially expressed gene sets. We report the results for in silico deletion method in this manuscript.

### Infer transcriptional regulators from ATAC-seq

We inferred transcriptional regulators associated with the differential ATAC-seq peaks by testing the significance of overlap with publicly available ChIP-seq peaks for each candidate transcription regulator (http://dbtoolkit.cistrome.org/).

### Integrative analysis of RNA-seq and ATAC-seq

We integrated the results of RNA-seq and ATAC-seq to identify significantly regulated biological processes by Cistrome GO (http://go.cistrome.org/). Briefly, Cistrome GO first ranks genes by magnitude of change in transcription (using RNA-seq results) or change in regulatory potential (using ATAC-seq) and then integrates the two rankings for each gene into one ranking score. Finally, Cistrome GO performs GSEA analysis on integrated gene ranking for enriched GO terms.

### Gene set enrichment analysis

GSEA was performed by software from Broad Institute, with gene sets from MSigDB as reference.

### Extrapolation of immune repertoire

We extracted the CDR3 sequence and relative abundance of T/B cell receptors TRA/TRB and IGH/IGL/IGK by TRUST [60, 102].

### TIDE T cell dysfunction/exclusion signature scores

We calculated T cell dysfunction and exclusion scores by TIDE as previously described [41]. For T cell dysfunction scores, we used the Cox-PH model to test how the expression of a candidate gene interacts with the level of cytotoxic T cell infiltration in affecting death hazard. For T cell exclusion scores, we calculated the Spearman correlation of each sample’s transcriptome with the reference transcriptome of MDSC, M2 macrophage, or cancer-associated fibroblast.

### Mathematical modeling of the cancer clonal dynamics in vivo

We established a theoretical framework to simulate the selection of ICB-resistant clone, adapting a published model on subclonal selection in cancer [81]. We denote the proliferation rate and death rate of the bulk cancer cell population as *b*_*p*_ and *d*_*p*_, respectively. For a specific cancer clone *k*, we denote the proliferation and death rate as *b*_*k*_ and *d*_*k*_, respectively. The fitness advantage of clone *k* (*x*_*k*_) can be defined by the ratio of net growth rates between this clone and the background host population:

1 $$ 1+{x}_k=\frac{b_k-{d}_k}{b_p-{d}_p} $$

When *x* > 0, the corresponding cancer clone has growth advantage over the average of the bulk population, under the condition tested.

We denote the frequency of the ICB-resistant clone as *f*_*k*_ and the time of growth in vivo as *t*. The frequency of clone *k* at time of tumor harvest can be deduced as:

2 $$ {f}_{k\left(\mathrm{end}\right)}=\frac{f_{k\left(\mathrm{start}\right)}\cdotp {e}^{\left({b}_k-{d}_k\right)t}}{f_{k\left(\mathrm{start}\right)}\cdotp {e}^{\left({b}_k-{d}_k\right)t}+\left(1-{f}_{k\left(\mathrm{start}\right)}\right)\cdotp {e}^{\left({b}_p-{d}_p\right)t}} $$

Because several hundred clones successfully engrafted in each mouse, we can assume that *f*_*k*(start)_ << 1. Combining Eqs. (1) and (2), we can deduce the value for relative growth advantage as:

3 $$ {x}_k=\frac{1}{\left({b}_p-{d}_p\right)t}\left(\mathit{\ln}\frac{f_{k\left(\mathrm{end}\right)}}{1-{f}_{k\left(\mathrm{end}\right)}}+\mathit{\ln}\frac{1}{f_{k\left(\mathrm{start}\right)}}\right) $$

For a specific cancer clone *k*, its frequency in the tumor at the start of treatment should be the same across different treatment groups. According to Eq. (3), the fitness advantage of this clone under each treatment condition should be proportional to $$ \mathit{\ln}\frac{f_{k\left(\mathrm{end}\right)}}{1-{f}_{k\left(\mathrm{end}\right)}} $$.

### Detection of different growth patterns

We fitted the frequencies of barcoded cancer cells into a finite mixture of linear regression models to capture the detailed tumor heterogeneity. Our barcoding experiment ensured that each barcode represented a single clone and clones with the same genomic profile could be labeled by multiple barcodes. Assume that there are *K* unique clonotypes in the tumor:

4 $$ h\left(y|x,\psi \right)={\sum}_{k=1}^K{\pi}_kf\left(y|x,{\theta}_k\right),s.t.{\pi}_k\ge 0,{\sum}_{k=1}^K{\pi}_k=1 $$

where the cell growth rate *y* depends on cell intrinsic and extrinsic factors *x* with the density function *h*(), and *ψ* includes the parameter estimations on the prior probability *π*_*k*_ of component *k* and the component-specific parameter *θ*_*k*_. Since we repeatedly measured the barcode changes with *N*_*m*_ observations from barcode *m*, the log-likelihood of the mixture model becomes:

5 $$ \log L={\sum}_{m=1}^M{\sum}_{n=1}^{N_m}\log h\left({y}_{mn}|{x}_{mn},\psi \right),\kern0.5em {\sum}_{m=1}^M{N}_m=N $$

We used the FlexMix package in R to optimize the log-likelihood and compute the posterior probability of barcode *m* belonging to clonotype *k*. We define that the log of barcode frequency follows the Gaussian distribution with linear factors from the treatment condition and the log of tumor size.

### Evaluate the correlation of cancer cell-intrinsic or cancer cell-extrinsic signatures to clinical ICB response

Similar to the TIDE T cell dysfunction/exclusion estimation, we calculated the line B04/B64 signature scores of bulk tumors as the Pearson correlation between bulk tumor gene expression and line B04/B64 gene expression. We first defined B04 (or B64) gene signature as the log_2_-fold-change of genes in each line compared to the parental line. For each tumor within one clinical cohort (e.g., the Riaz pre-treatment cohort), we normalized log_2_-TPM of gene *i* in sample *j* as the deviation from the mean log_2_-TPM of gene *i* in all samples in the cohort:

$$ {E}_{i,j}^{\prime }={E}_{i,j}-\overline{E_i} $$

To derive the B04 (or B64) signature score in a tumor sample, we calculated the Pearson correlation between the reference signature (the log_2_-fold-change from the first step) and the normalized gene expression in the tumor sample ($$ {E}_{i,j}^{\prime } $$). If a sample has high expression of genes that are also highly expressed in line B04 (or B64), and low expression of genes that are also lowly expressed in line B04 (or B64), then this sample should have a high B04 (or B64) signature score. We used the 200 most up/downregulated genes in B04 and B64 for signature score calculation in order to focus on the genes that define the difference between these lines and the parental line and eliminate the noise that can be introduced by the genes with low expression variance. For pre-treatment or on-treatment samples in each clinical cohort, we compared the Pearson correlation values between CR/PR patients and PD patients by Student’s *t* test. For pre-treatment samples, we also compared the Pearson correlation coefficients and the cytolytic activity score of each patient and found a significantly positive correlation in the majority of studies. We performed robustness test (e.g., using the top 200, 400, 800, or all significantly differentially expressed genes between line B04/B64 and the parental line) and found the conclusion to be robust under different parameters.

Similarly, for cancer cell-extrinsic factors, we first calculated the differential gene expression between ICB responders and non-responders and included the top 200 most regulated genes to get the cancer cell-extrinsic signature. 

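From the comparison of responders with non-responders, the 200 genes with the smallest p in edgeR's test had 117 genes higher in responders and 83 lower, and the largest adjusted p among them was 0.0114. The paper's text does not say whether the most regulated genes were ranked by p or by fold change. Ranking the genes with an adjusted p under 0.05 by absolute log2 fold change gave a list that shared 56 of its 200 genes with the list ranked by p. The 200 genes with the smallest p in DESeq2's Wald test shared 181. With only the 2 groups compared, 122 were shared, and 150 of the 200 genes were higher in responders and 50 lower. With each tumor left out in turn, between 129 and 186 of the 200 genes were shared. Survival data of the clinical cohorts were not analysed here.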

We computed the Pearson correlation between the cancer cell-extrinsic signature and the transcriptome of each patient in each clinical cohort. For each cohort, we calculated the association between patient survival and signature score (treated as a continuous variable) by Cox-PH regression.

## Supplementary information

**Additional file 1.** Supplementary Figures.

**Additional file 2: Table S1.** Barcode identity of the isolated single-cell-derived clones.

**Additional file 3: Table S2.** Enriched pathways in responders vs non-responders by GSEA.

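GSEA ranks all genes by their difference between responders and non-responders and scores each gene set by how far its members gather at one end of the ranking. The table lists for each set its size, the enrichment score, the score normalized for set size, a nominal p-value, and a false discovery rate, with one sheet for sets higher in responders and one for sets higher in non-responders. The members of those GO sets were not used here. Reactome gene sets with 10 to 500 tested genes were tested with limma's camera in their place. Of 877 sets, 296 had an adjusted p under 0.05, of which 154 were higher in responders and 142 lower. Interferon gamma signaling (79 genes) was higher by 0.47 on the log2 scale (limma camera adjusted p = 2.7e-11), and costimulation by the CD28 family (44 genes) by 0.55 (camera adjusted p = 1.0e-10). PD-1 signaling (15 genes) was higher by 1.05 (limma camera adjusted p = 1.1e-09). Eukaryotic translation elongation (88 genes) was lower, at -0.50 (limma camera adjusted p = 1.6e-26), as was respiratory electron transport (75 genes), at -0.27 (camera adjusted p = 5.5e-09). The preset correlation between genes moved this number most, since with the correlation estimated from the data 0 sets passed and 29 had an unadjusted p under 0.05. Among 877 sets, chance alone gives no fewer on average.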

**Additional file 4: Table S3.** Cistrome Toolkit inference of transcription regulators with highest overlap with differential ATAC-seq peaks.

**Additional file 5: Table S4.** LISA inference of transcription regulators that may best account for the differentially expressed genes.

**Additional file 6.** Review history.

## Data Availability

All sequencing data were uploaded to Gene Expression Omnibus with accession number GSE139476 [103]. All analysis codes were uploaded to the GitHub repository: https://github.com/Shengqing-Stan-Gu/2020_Clone_Tracing_paper [104] and Zenodo: 10.5281/zenodo.4016933 [105]. The source code is licensed under the MIT license. The following public datasets were used: Mariathasan [35], Van Allen [11], Riaz [54], Snyder [55], Miao [84], Gide [53], Hugo [20], Nathanson [82], and Benci [15].

# Supplementary material for: Clonal tracing reveals diverse patterns of response to immune checkpoint blockade
**Source:** Genome Biol. 2020 Oct 15;21:263. doi: 10.1186/s13059-020-02166-1
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Figures.

**Supplementary Figures**

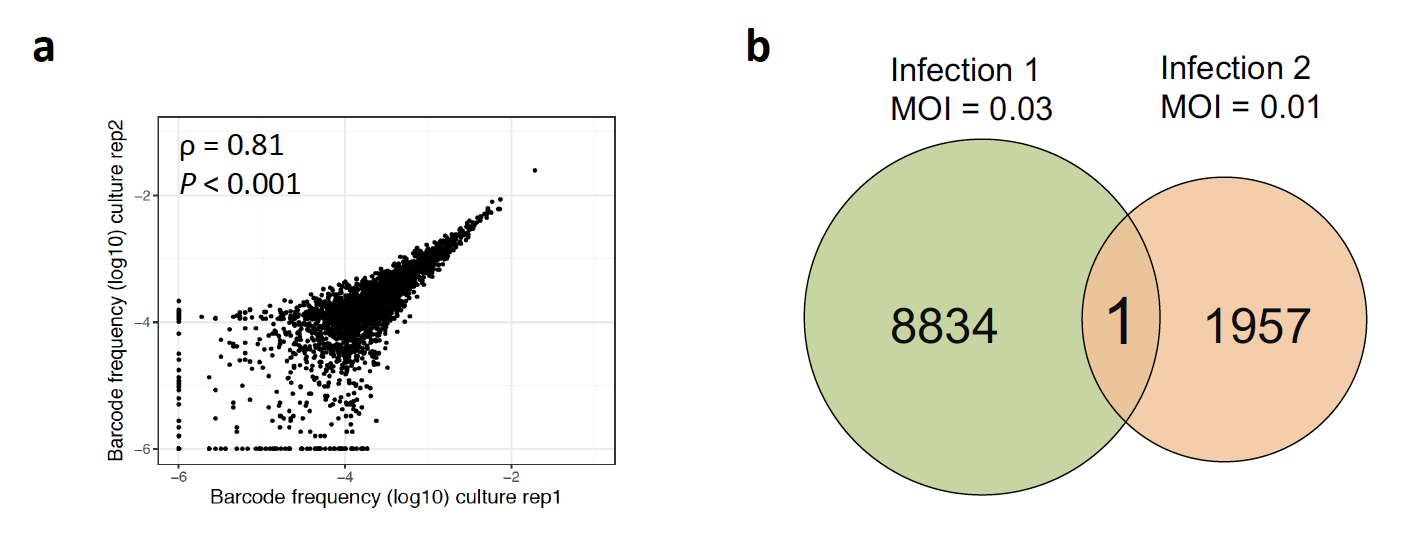

**Fig. S1. Quality control of ClonTracer barcoding system.**

(a) Barcode frequencies of two replicates of cell culture derived from the same batch of infection show strong positive correlation. (b) Venn diagram of transduced barcode numbers from two independent infections. Distinct barcodes were transduced with minimal overlap, indicating that the barcode library diversity far exceeds the number of infected cells in each infection.

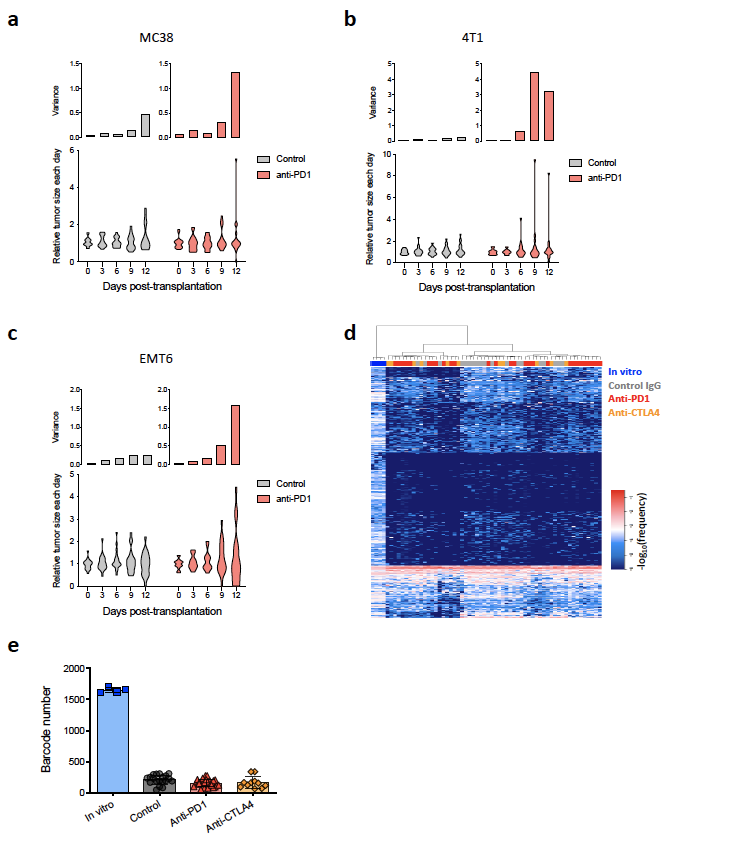

**Fig. S2. Heterogeneity of growth at bulk tumor level and at clonal level.**

(a-c) Distribution of relative tumor size (normalized to the median value in each group) and its intra-group variance for the control IgG and anti-PD-1 groups for (a) MC38, (b) 4T1, and (c) EMT6 along the treatment course. (d) Hierarchical clustering of in vitro and in vivo samples based on barcode constitution. In vivo samples clustered together, distinct from in vitro samples. However, in vivo samples with different treatment were not well separated. (e) Number of barcodes identified in each sample from: *in vitro* culture (N = 4), tumor treated by control IgG (N = 19), tumor treated by anti-PD1 (N = 28), or tumor treated by anti-CTLA4 (N = 11).

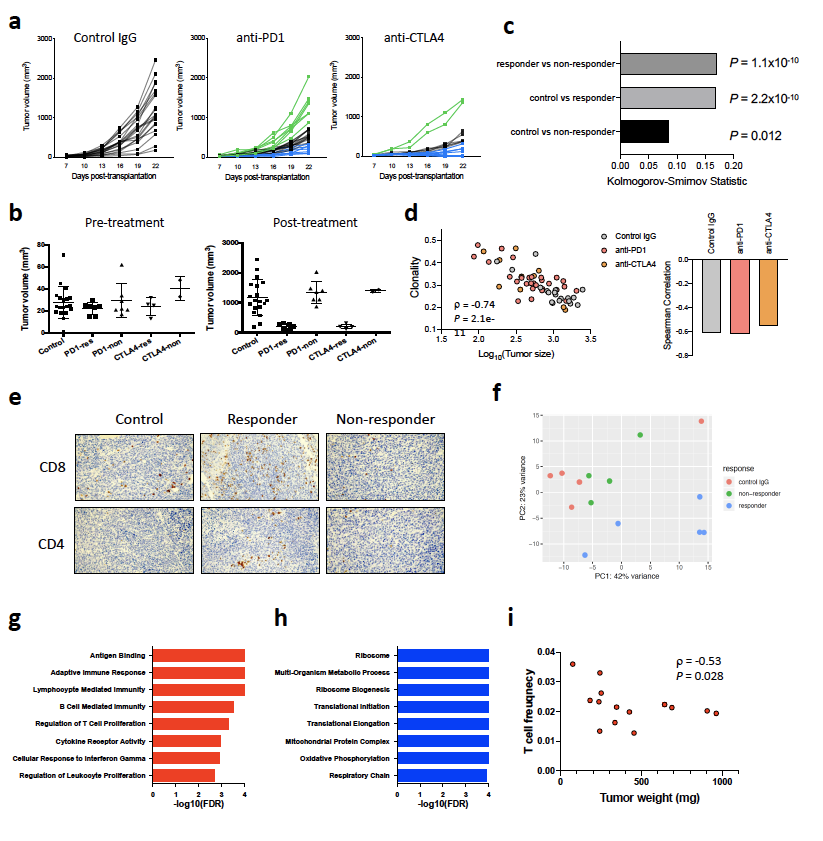

**Fig. S3. ICB responders and non-responders show distinct microenvironmental gene expression.**

(a) Individual tumor growth curves under the treatment of control IgG, anti-PD1, or anti-CTLA4. Tumors colored in blue were classified as responders while tumors colored in green were classified as non-responders. (b) Pre-treatment and post-treatment tumor size of control IgG treated tumors, ICB responders, or non-responders. (c) Kolmogorov-Smirnov test of barcode distribution between control IgG, ICB responder, and non-responder groups. (d) Clonality of barcode distribution negatively correlates with the post-treatment tumor size in all treatment groups. (e) Representative immunohistochemistry images of CD8 or CD4 cells in control IgG treated tumors, ICB responders, or non-responders. (f) PCA of RNA-seq data suggests distinct expression profiles between the ICB-responders and non-responders. (g-h) GSEA enrichment of GO terms in genes with (g) increased or (h) reduced expression in ICB responders. (i) In the MC38 model where recipients were treated by anti-PD-1, the intratumoral T cell infiltration showed a negative correlation with tumor mass.

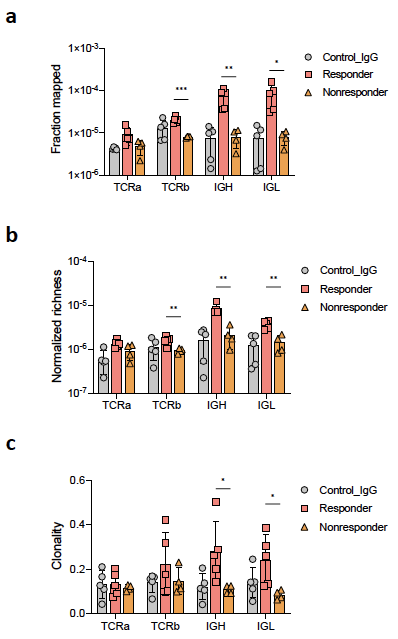

**Fig. S4. Characteristics of tumor-infiltrating TCR/BCR repertoire.**

(a) Percentage of bulk tumor RNA-seq reads that were mapped to *TRA*, *TRB, IGH, or IGL* genes. There are significantly higher levels of BCR/TCR reads in ICB responders. (mean ± s.d.; * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001; t-test between responder and non-responder) (b) Immune repertoire from ICB responders has higher richness normalized to sequencing depth than that from non-responders. (mean ± s.d.; ** *P* < 0.01; t-test between responder and non-responder) (c) Comparison of immune repertoire clonality between ICB responders and non-responders. To account for the level of immune infiltration as a confounding factor, we calculated the clonality of immune clonotypes that constituted the top 90% in abundance in each sample. ICB responders had higher intratumoral clonality than non-responders. (mean ± s.d.; * *P* < 0.05; t-test between responder and non-responder)

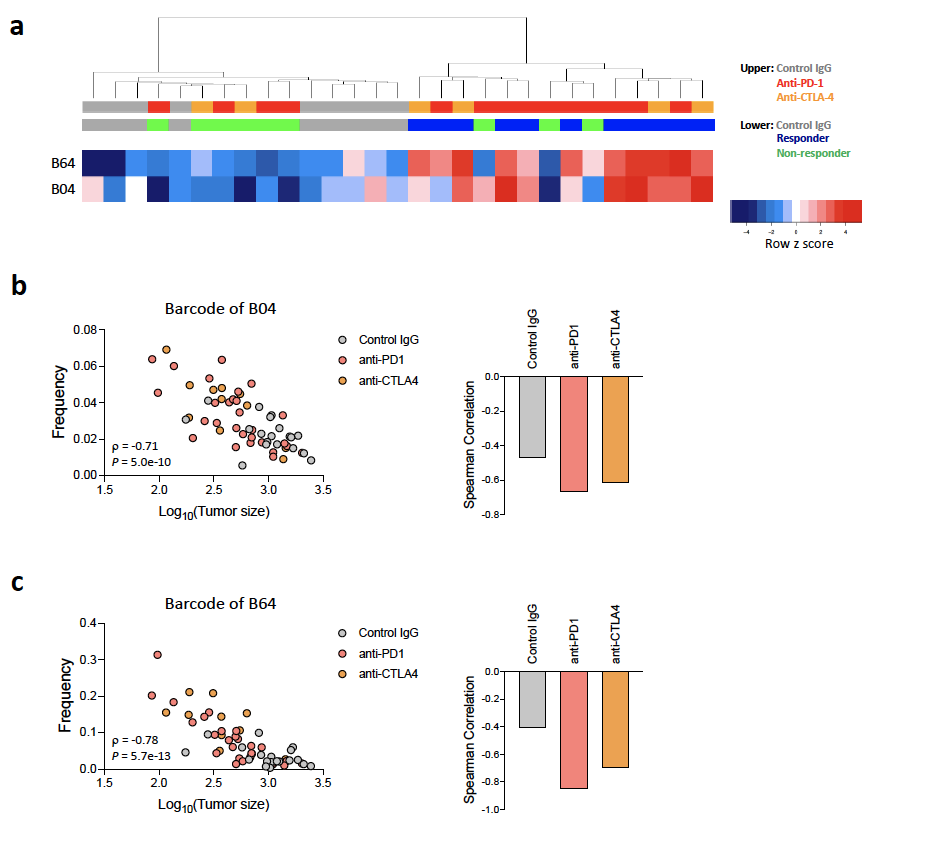

**Fig. S5. Frequency of clones representing line B04 or B64 negatively correlates with tumor size.**

(a) Heatmap of abundance of barcodes representing line B04 or B64 in samples plotted in Fig. 3c. The order of samples is the same as in Fig. 3c. Only information of B04 and B64 is shown. (b-c) Frequency of the barcodes representing (b) line B04 or (c) line B64 in all samples. Their frequencies are negatively correlated with tumor size in each group.

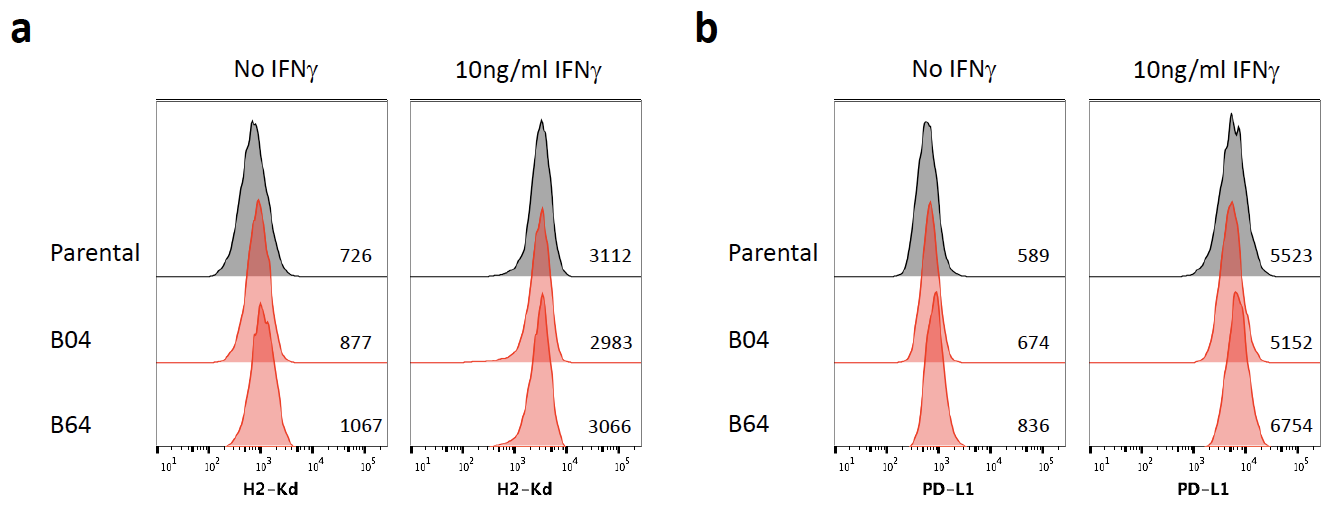

**Fig. S6. ICB-resistant lines have similar response to IFNγ.**

(a-b) Parental CT26 after *in vivo* selection, line B04, or line B64 were treated by vehicle control or 10ng/ml IFNγ for 2 days. Line B04 and B64 exhibit similar induction of (a) MHC-I and (b) PD-L1 in response to IFNγ. Median fluorescence intensities are indicated in each plot.

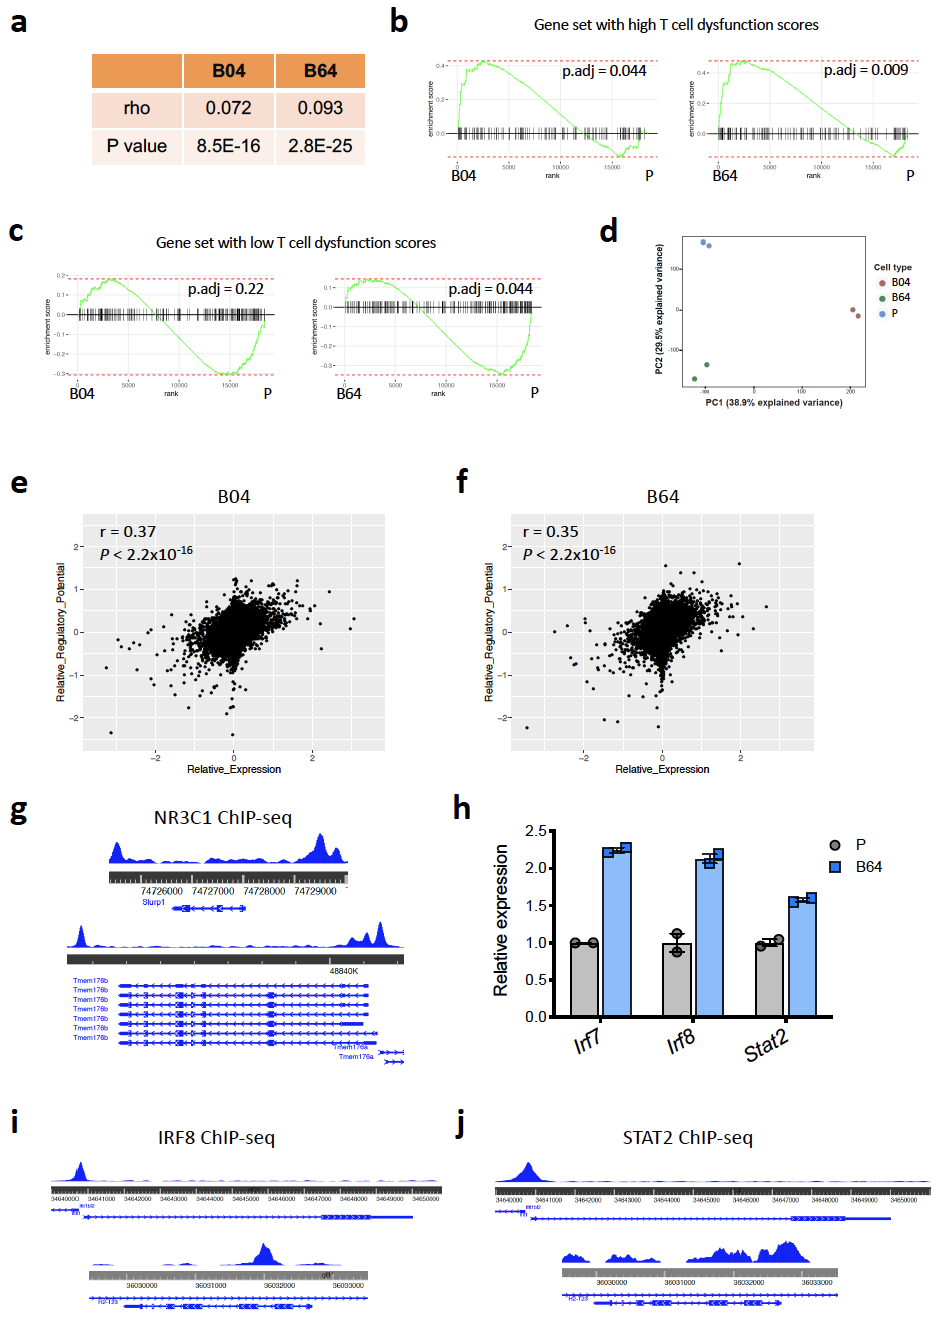

**Fig. S7. Resistant lines show heterogeneous epigenetic profiles.**

(a) Transcriptome of lines B04 and B64 positively correlates with TIDE T cell dysfunction score. (b-c) GSEA analysis of genes with the highest (b) or lowest (c) T cell dysfunction scores, comparing expression between lines B04/B64 and the parental line. (d) PCA of ATAC-seq data from parental line CT26 and ICB-resistant lines B04 and B64 suggests distinct expression profiles between the three lines. (e-f) Gene expression based on RNA-seq positively correlates with gene regulatory potential inferred from ATAC-seq for line B04 (e) and line B64 (f). (g) GR can bind to the promoter and/or enhancer region of *Slurp1* and *Tmem176b* according to published ChIP-seq data [[73]](https://paperpile.com/c/lPEkh9/tNrbJ). (h) *Irf7*, *Irf8*, and *Stat2* are over-expressed in line B64. (i-j) IRF8 (i) or STAT2 (j) can bind to the promoter and/or enhancer region of *Ifit1* and *H2-T23* according to published ChIP-seq data [[106]](https://paperpile.com/c/lPEkh9/YzdId).

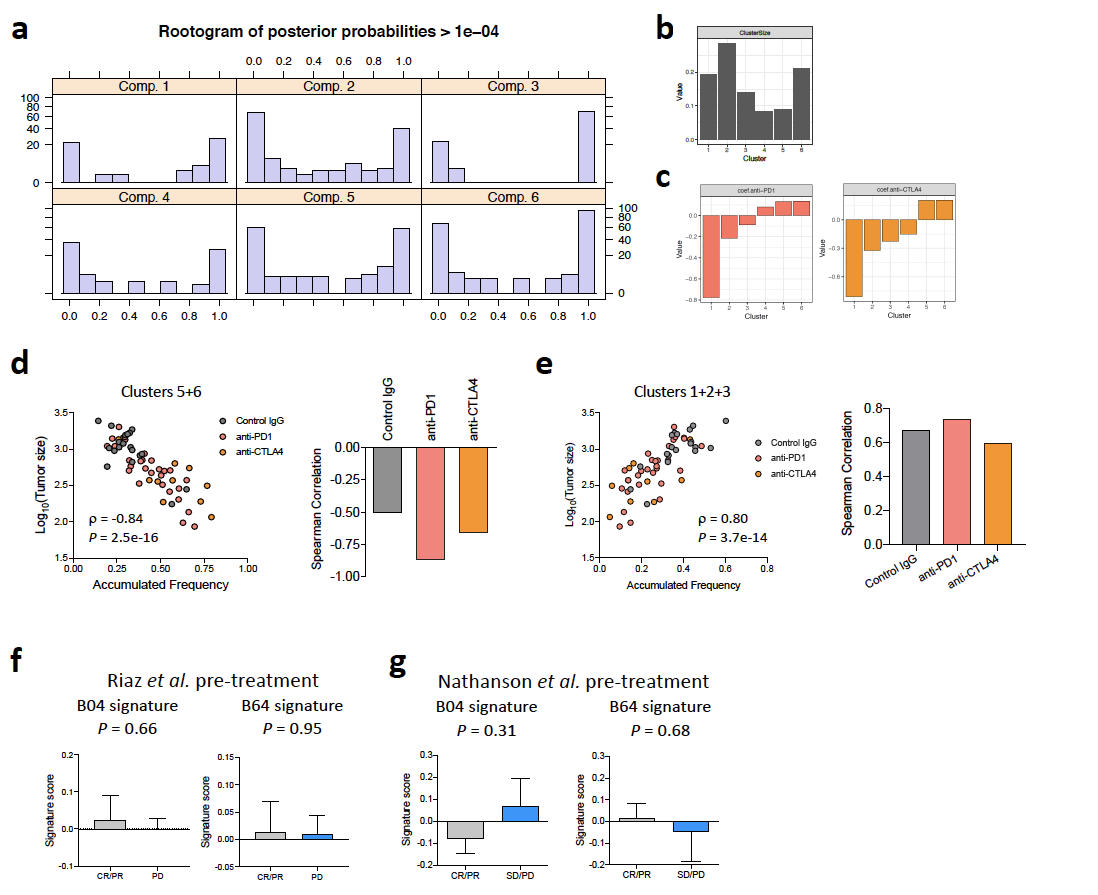

**Fig. S8. Mathematical modeling of tumor growth dynamics infers the contribution of cancer cells to tumor growth under different conditions.**

(a) Rootogram of posterior probabilities of clonal assignment for each cluster, inferred from the Flexmix model. (b) Cluster size of the seven clusters of cancer clones with different growth patterns *in vivo*. (c) Coefficients of anti-PD-1 or anti-CTLA-4 treatment in the model. A positive value indicates that the clone frequency at tumor harvest is higher in the corresponding ICB treatment than the control treatment. (d) The cumulative frequency of clones belonging to cluster 5 or 6 in panel (a) positively correlates with the post-treatment tumor size in all treatment groups. (e) The cumulative frequency of clones belonging to cluster 1, 2, or 3 in panel (a) positively correlates with the post-treatment tumor size in all treatment groups. (f-g) Cancer cell-intrinsic resistance signatures derived from line B04 or B64 shows no significant correlation with ICB response within pre-treatment samples in the (f) Riaz et al. study [[54]](https://paperpile.com/c/lPEkh9/BnghI) and (g) Nathanson et al. study [[84]](https://paperpile.com/c/lPEkh9/4Lwp). (mean ± s.d.; Two-sided t-test)

**References**

106. Mancino A, Termanini A, Barozzi I, Ghisletti S, Ostuni R, Prosperini E, et al. A dual cis-regulatory code links IRF8 to constitutive and inducible gene expression in macrophages. Genes Dev. 2015;29:394–408.

How the deposited data were processed for this re-analysis (not part of the article)

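Bulk RNA-seq of 14 CT26 tumors was analysed, 5 treated with control IgG, 5 anti-PD-1 responders, and 4 anti-PD-1 non-responders, from 11 mice. Group and replicate were taken from the sample labels, and which tumors shared a mouse was read from the tumor number and its L or R. The authors aligned the reads to mm10 with STAR and quantified genes with RSEM under its default settings, as their methods state for the cell lines and refer to for the tumors. The expected counts that the authors deposited are RSEM's estimates of the fragments of each gene, with fragments that match several genes divided among them, and they were not normalized. The TPM values that the authors deposited are the same estimates divided by effective gene length and scaled to the same total in each tumor. The FPKM values that the authors deposited are scaled by length and library size, and they were not used for any result. Each tumor had values for 53801 Ensembl genes, of which 53706 were matched to a symbol in the mm10 annotation and 22389 to an Entrez identifier.

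The totals of the expected counts were between 33237744 and 48481461, so that 3 counts, the smallest share taken as detectable, were at most 9.03e-06% of a tumor's total. Intervals and floors of this kind cover counting error only. No pair of tumors differed by as little as sampling noise gives, since the lowest chi-square per gene of any pair within a group was 20.5, and all 14 were kept as separate samples.

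Expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, and the quasi-likelihood test with Benjamini-Hochberg adjustment), which left 16287 genes. All 14 tumors entered the fit, without covariates. Log2 CPM used a prior count of 2, and TPM a pseudocount of 1. Gene families and Reactome sets of 10 to 500 genes, from fgsea 1.28.0, were tested with camera of limma 3.58.1, with a preset correlation of 0.01. Principal components used the 500 most variable genes after the variance stabilizing transformation of DESeq2 1.42.0. Component scores, receptor locus shares, and means of marker lists were compared with two-sided exact permutation tests over tumors. P-values were adjusted over 6 components, 5 loci, the 3 marker lists of the cell types in Fig. 3i, and the 11 other marker lists. Comparisons with control IgG tumors were adjusted over all 14 lists.

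The marker lists, the tests, and the rule for the genes named were fixed before the data were examined. The genes named are those that the paper names for these tumors in its text or Fig. 3g, those of the marker lists, and for each comparison the 10 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, no overlap between the groups, and a mean log2 CPM of at least 1. Of these, the text gives the values of some, and some results are not reported here. Genes outside the rule are said to have been chosen after their values were seen.

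The tests were run on simulated counts for the same 16287 genes, in which 200 genes were changed. The test of edgeR recovered 87% of them, and 2.79% of its calls were false. DESeq2 recovered 91.5%, with 15.7% of its calls false, and limma-voom 87%, with 3.33% false. The length offset took a built-in slope of 0.8 to -0.00312, against 0.788 without it. Of 200 gene families without a change, camera gave 1.5% a p under 0.05. The simulated genes were drawn independently of each other, while the estimated correlation between the cytosolic ribosomal protein genes was 0.838. That rate therefore does not hold for families whose genes vary together.

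Alternatives were DESeq2, limma-voom with and without mouse as a random effect, DESeq2's size factors and upper quartile normalization, other filters and thresholds, offsets for gene length and GC content (loess with a span of 0.5), 1 library per mouse, the compared groups alone, TPM, and the omission of each tumor in turn. A covariate for skin epidermis genes was added after the data were seen. TRUST repertoires, TIDE scores, GSEA on GO sets, IHC, barcodes, ATAC-seq, the cell lines, and clinical cohorts were not analysed here.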

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

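Each test in this part was chosen only after the result was seen.

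In each group and for each measure, the gap between the most extreme tumor and its nearest neighbor was divided by the range of the group and set against the critical value of Dixon's test. Of 75 groups tested, 5 were past it, and 3.75 are expected by chance. Control IgG tumor 14R accounts for 4 of them. On principal component 1, its score was 17.9 while the other control tumors lay between -15.5 and -9.07 (ratio 0.808). Its mean log2 CPM was 6.78 for skeletal muscle genes, against 3.49 to 4.32 in the other controls (ratio 0.747), and -0.66 for skin epidermis genes, against 5.00 to 5.67 (ratio 0.894). For endothelial genes it was 4.47, against 4.85 to 4.96 (ratio 0.774). The remaining case is non-responder 33R, whose mean for skin epidermis genes was 3.27 while the other non-responders lay between 4.40 and 4.43 (ratio 0.973), a ratio that is high because those tumors were close to each other.

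Library depth and the trend of each library on gene length were tested as technical sources. With every library thinned to the lowest total, the ratios of 14R were 0.803 for component 1, 0.750 for muscle, 0.896 for epidermis, and 0.763 for endothelium, and that of 33R was 0.975, all past the critical value. With the length trend removed, they were 0.879, 0.752, 0.902, 0.700, and 0.909 in the same order. Only the endothelial ratio of 14R then fell under the critical value, so that this case cannot be told apart from the length trend. With the mean of the epidermis genes regressed out of each gene, the ratio of 14R on component 1 was 0.188. Because 14R was the tumor lowest in epidermis genes and keratin-type genes hold 35.0% of the squared loadings, this regression had to shrink the gap, and the first component after it is another axis. Whether less skin dissected with 14R is the source cannot be told from it. A difference between library batches was not tested, and no biological explanation was tested, since 14R and 14L come from the same mouse and group.

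In 4 marker lists that the paper does not report on, responders were above control IgG tumors. The differences in mean log2 CPM were 0.88 for cytotoxic effector genes, 0.61 for T cell exhaustion genes, 0.32 for endothelial genes, and 0.51 for MHC class I genes. The two-sided exact permutation p was 0.00794 for the first 3 lists and 0.0159 for MHC class I genes, with adjusted p-values of 0.0370 and 0.0444 over 14 lists. In the first 3 lists all 5 responders were above all 5 control tumors, but not for MHC class I genes. With tumors of a mouse averaged, the exact permutation p was 0.0286 for the first 3 lists and 0.0571 for MHC class I genes. Against non-responders, the differences were 0.60, 0.60, 0.28, and 0.49, with adjusted p-values of 0.102, 0.0582, 0.0655, and 0.0698 over 11 lists (exact permutation tests). On the scale log2(TPM + 1), which moves the median of all genes to 0.169 in this comparison, the same adjusted p-values were 0.0374, 0.0218, 0.0218, and 0.0291 (exact permutation tests). Proliferation genes, at 0.074 in log2 CPM, were then at 0.33 (adjusted p = 0.0291, exact permutation test), so that passing on that scale is no sign of a change in these lists alone. In log2 CPM with DESeq2's size factors, the adjusted p of the exhaustion genes was 0.0437 (exact permutation test). With tumors of a mouse averaged they were 0.157 for the first 3 lists and 0.180 for MHC class I genes (exact permutation tests), where 4 mice against 3 give no p under 0.0286 before adjustment, so that the loss of a call there shows little.

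Scaling was tested as a technical source by moving to log2(TPM + 1). TPM divides a gene by nearly the same length in every tumor, so that it cannot remove a library's trend on gene length. Gene length was thus not tested as a source of these differences. On the TPM scale the differences from control were 0.81 for cytotoxic effector genes, 0.57 for exhaustion genes, 0.42 for endothelial genes, and 0.65 for MHC class I genes. Relative to the T cell genes of Fig. 3g, the difference was -0.064 for cytotoxic effector genes (exact permutation p = 0.714) and -0.34 for exhaustion genes (exact permutation p = 0.0556). Relative to the T cell genes, the difference was -0.63 for endothelial genes (exact permutation p = 0.0556) and -0.43 for MHC class I genes (exact permutation p = 0.0159). The paper chose the genes of Fig. 3g from these data, so that lists set against them tend to negative values. Whether more T cells in responder tumors are the source of these differences cannot be told from them.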

How the results depend on the processing

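The covariate for skin epidermis genes was chosen after seeing the data, and all other alternatives were set before the data were examined. For 41 results, 761 alternatives were computed, of which 681 kept the direction and the side of the threshold, or a count within 1.5 times. No paired analysis was possible because each mouse is in a single group.

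Between responders and non-responders, 1612 genes had an adjusted p under 0.05 in edgeR's test. The number was 2634 with DESeq2, 2973 with limma-voom and mouse as a random effect, 2543 with the epidermis covariate, and 689 with only the 2 groups compared. It was 2940 at an adjusted p under 0.1 and 352 with an absolute log2 fold change over 1. It ran from 569 to 1978 across the 9 fits that each left out 1 tumor. Of the 689 genes, 70.7% were higher in responders, against 51.3% of the 1612. In simulated data, 15.7% of DESeq2's calls were false. Limma-voom without the mouse effect gave 1491 genes. The correlation within mice estimated for the mouse effect was -0.282, which narrows the standard errors, so that the rise to 2973 is no sign of a stronger result. Between responders and controls, 2147 genes became 3230 at an adjusted p under 0.1 and 517 with an absolute log2 fold change over 1, and ran from 1190 to 1944 with a tumor left out. Between non-responders and controls, 0 genes (758 at an unadjusted p under 0.05) became 18 with DESeq2, 3 without a filter, 4 with the GC offset, 6 with the epidermis covariate, and 3 at an adjusted p under 0.1. It stayed 0 in the 9 fits that left out 1 tumor, with 514 to 1401 genes at an unadjusted p under 0.05. The cause was not tested.

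On component 1, the difference of 12.1 between responders and non-responders had as its counterpart 30.0 on the first component with 5000 genes and 17.0 with epidermis genes regressed out (exact permutation p = 0.00794 in both, 0.00794 to 0.286 over the alternatives). The scores of these 2 components correlated with those of component 1 at only 0.385 and 0.375, so that they are other axes and not the same axis with a changed difference. With a tumor left out, the difference ran from 6.19 to 17.1.

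With the correlation between genes estimated by limma's camera, the differences of -0.498, -0.308, and -0.287 for cytosolic ribosomal protein, mitochondrial ribosomal protein, and oxidative phosphorylation genes had an adjusted p of 0.327 each. Over the alternatives, with the correlation estimated only in the fit without other changes, the camera adjusted p ran from 4.2e-52 to 0.327, from 8.9e-19 to 0.327, and from 7.2e-17 to 0.327. With the length trend removed as well, the estimated correlation gave 0.756, 0.756, and 0.873. On the TPM scale the median of all genes was 0.169, and the differences were -0.261, -0.060, and -0.050. Of 877 Reactome sets, 296 passed, against 0 with the estimated correlation (29 at an unadjusted p under 0.05) and 122 with the length offset. The number ran from 164 to 345 with a tumor left out. The cause was not tested.

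With tumors of a mouse averaged, the ratios of responders to non-responders were 2.12 for TRA, 1.97 for TRB, 3.71 for IGH, 11.9 for IGK, and 4.69 for IGL, each with an adjusted p of 0.0571 over the 5 loci (exact permutation tests, adjusted p 0.0298 to 0.0571 over the alternatives). Only 35 splits of 4 mice against 3 exist, so that p cannot fall under 0.0286. For IGL, the ratio ran from 2.97 to 4.81 with a tumor left out, and the exact permutation p was 0.0714 in the 4 fits without a non-responder and 0.0286 in the 5 others. The counts on IGL were 2 to 27 in control tumors, where the depth limits the ratios. The difference in MDSC genes turned from -0.17 to 0.021 on the TPM scale (exact permutation p = 0.905), still under the median of all genes on that scale, so that relative to all genes its direction did not turn. The cause of the other changes was not tested. For single genes, 42 other results changed, 16 weaker and 26 stronger. Under the filter of at least 10 counts in every tumor, Fam71f2, Ighg2b, and Il12b were not tested.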

Differences from the paper's values

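The paper's values of Fig. S4a, whose axis is the fraction of reads mapped, were read by eye and are given in percent. For TRA in responders, the paper's value was about 0.0009% in Fig. S4a, read by eye, and the share of expected counts was 0.000582%. Of the alternatives set before the data were examined, leaving out responder 26R (0.000621%) or 30L (0.000633%) brought the values within 1.5 times of each other, and the others did not. For TRA in non-responders, the paper's value was about 0.0005% in Fig. S4a, read by eye, against 0.000267%. For IGH in control IgG tumors, it was about 0.0008% in Fig. S4a, read by eye, against 0.00249%. In non-responders it was also about 0.0008% in Fig. S4a, read by eye, against 0.00230%, where neither value was above its control. For IGL, the paper's values were about 0.0008% in control IgG tumors, about 0.01% in responders, and about 0.0008% in non-responders in Fig. S4a, read by eye, against 3.76e-05%, 0.000169%, and 4.34e-05%. None of the alternatives set before the data were examined closed these gaps. The figure's legend names IGL but not IGK, and a sum of the kappa and lambda loci was not among the alternatives. IGK alone held 0.000444% in control IgG tumors, 0.00471% in responders, and 0.000437% in non-responders, closer to the figure's IGL values. Whether the figure's IGL covers IGK as well cannot be told. For IGL in non-responders, leaving out 33L gave 3.51e-05%, farther from the paper's value, though neither value was then above its control. The figure marks no difference for TRA between responders and non-responders, and here its adjusted p was 0.0238 over 5 loci (two-sided exact permutation test).

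The paper states that Cxcl10 was higher in responders. Its log2 fold change was 1.19 and its edgeR adjusted p 0.0546, with a range of 0.00921 to 0.0693 over the alternatives and of 0.0441 to 0.138 over the fits that left out 1 tumor. It passed with DESeq2 (adjusted p = 0.00921), with at least 10 counts in every tumor (edgeR adjusted p = 0.0434), with limma-voom and mouse as a random effect (adjusted p = 0.0411), with the length offset (edgeR adjusted p = 0.0256), and without responder 26R (edgeR adjusted p = 0.0441). It also passed with the epidermis covariate, chosen after seeing the values (edgeR adjusted p = 0.0435). With limma-voom and no mouse effect it did not pass (adjusted p = 0.0593).

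Fig. 3g also draws Ighg2b, Il12b, Oas2, and Ighg3, which did not pass here. Ighg2b had an edgeR adjusted p of 0.0724 (0.0152 to 0.0825 over the alternatives, 0.0852 to 0.154 with a tumor left out) and passed with DESeq2 (adjusted p = 0.0375), limma-voom with mouse (adjusted p = 0.0219), and only the 2 groups compared (edgeR adjusted p = 0.0152). Without the mouse effect, limma-voom gave Ighg2b an adjusted p of 0.0562. Il12b had an edgeR adjusted p of 0.0533 (0.0160 to 0.0702 over the alternatives, 0.0629 to 0.132 with a tumor left out) and passed with DESeq2 (adjusted p = 0.0160), limma-voom with mouse (adjusted p = 0.0326) and without it (adjusted p = 0.0478), and only the 2 groups compared (edgeR adjusted p = 0.0240). Oas2 had an edgeR adjusted p of 0.100 (0.0443 to 0.205 over the alternatives, 0.0852 to 0.238 with a tumor left out) and passed with DESeq2 alone (adjusted p = 0.0443). Ighg3 was under the filter, and without a filter its log2 fold change was 4.27 (edgeR adjusted p = 0.0489).

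In Fig. 3i, the paper shows a lower correlation with M2 macrophages in responders than in non-responders or control IgG tumors. The M2 marker genes were higher in responders than in non-responders by 0.45 (two-sided exact permutation test, p = 0.0317, adjusted p = 0.0952 over 3 lists). They were higher than in control IgG tumors by 0.76 (exact permutation p = 0.0159, adjusted p = 0.0444 over 14 lists). The M2 list has 10 genes and includes Retnla, whose log2 fold change of responders over controls was 4.64 to 5.21 with a tumor left out. The list was not tested without Retnla. A mean of marker genes is also another measure than the paper's correlation with a reference profile, so that the values need not conflict. The paper shows a lower correlation with MDSC in responders, where the marker genes differed from non-responders by -0.17 (exact permutation p = 0.468). From control IgG tumors they differed by -0.20 (exact permutation p = 0.349). The paper states that principal components set responders apart from non-responders, as drawn in Fig. S3f. Components were tested singly here, and separation in the plane of components 1 and 2 was not tested. On component 2, only responder 26R (0.916) lay below the highest non-responder, 29L (2.15). On component 1, these tumors were at 16.6 and -6.49, so that the groups can lie apart in that plane even where no single component passes. On component 1, the exact permutation p was 0.119. On component 2, the groups differed by 13.0 (exact permutation p = 0.0238, adjusted p = 0.143 over 6 components), and on the first component of 5000 genes, another axis, it was 0.00794 (0.00794 to 0.286 over the alternatives).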

Other observations

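The tests of other splits of the tumors, of 1 library per mouse, of random lists matched on gene length, of muscle, epidermis, fat, and follicle genes, and of the genes of lines B04 and B64 were set before their results were seen, and the other tests in this part were chosen only after the result was seen.

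The tumors were divided in other ways into groups of the same sizes, and the fit was repeated for 100 of the 126 splits of each comparison. For responders against non-responders, 1 of 100 splits gave at least 1612 genes, the real one, and the next largest gave 247. For responders against controls, 1 of 100 gave at least 2147 genes, the real one, and the next largest gave 0. For non-responders against controls, where 0 genes passed (758 at an unadjusted p under 0.05), every one of the 100 splits gives at least as many whatever the data, so that the comparison holds no information. The largest number was 4. With 1 library per mouse, 1760 genes differed between responders and non-responders, and 1304 of them were among the 1612. Deviations from the group mean of the left and right tumors of a mouse correlated across genes at -0.452, -0.569, and -0.355, with a mean of -0.459, against -0.22 in 23 pairs from different mice. Genes are not independent replicates. The correlation within mice estimated by limma was -0.282. The same-mouse pairs include 14R and 33R, whose deviations correlated negatively with every tumor of their group. With tumors of other mice, 14R was at -0.576 to -0.416 and 33R at -0.646 and -0.421. Whether tumors of a mouse are more alike than others cannot be told from these pairs.

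Short genes were high in non-responder 33R. The slope of its log2 CPM on the rank of gene length was -1.26, against -0.473 in 14R, -0.160 in 32R, -0.0411 in 20R, and 0.126 to 0.283 in the others. Without the ribosomal and oxidative phosphorylation genes, the slope of 33R was -1.22. The mean fragment length, estimated from the effective gene lengths, was 287.8 in 33R, the longest of all tumors. It was 277.5 to 287.8 in non-responders, 269.5 to 277.0 in responders, and 268.7 to 277.7 in control IgG tumors. Responders and non-responders did not overlap and differed by -7.27 (exact permutation p = 0.00794). Over all 14 tumors, the slope correlated with fragment length (r = -0.635, permutation p = 0.0231, adjusted p = 0.0231 over 2 relations, and rho = -0.380, permutation p = 0.181). Without 33R and 17R, r was -0.146 and rho was -0.273, so that the relation rests on these tumors, and with fewer than 6 tumors in each group it could not be computed within groups. Whether fragment length is the source cannot be told. Fragments were also longer in non-responders than in 4 of 5 controls, and those groups differed in 0 genes (758 at an unadjusted p under 0.05), while responders and controls, whose ranges overlap, differed in 2147. These counts go against fragment length as the source of the 1612 genes. Responders and non-responders differed in slope by 0.480 (exact permutation p = 0.0397), and by 0.148 without 33R (exact permutation p = 0.0893). Over 10132 genes, the rank correlation of length with the log2 fold change of responders over non-responders was 0.498, and 0.213 without 33R.

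Because the families in protein translation and oxidative phosphorylation hold short genes, they were set against 10000 random lists matched on length and expression. For cytosolic ribosomal protein genes, the share of lists as low was 0.0001, the smallest these lists can give, with a mean log2 fold change of -0.53 against a median of -0.22. Without 33R, the mean was -0.31 against -0.086. Genes of the family varied together (estimated correlation 0.838), while the lists were matched on length and expression only. The share, like the percentiles below, can therefore overstate the evidence. With the length trend removed, the difference was -0.29 (exact permutation p = 0.0635, camera adjusted p with the estimated correlation 0.756). Whether gene length alone accounts for this family cannot be told from these values. For mitochondrial ribosomal protein genes, the mean was -0.34 against -0.20, at percentile 0 of the lists, and at percentile 0.19 without 33R. For oxidative phosphorylation genes, the share was 0.0784, and without 33R the family lay at percentile 38.57 of the lists. Their difference cannot be told apart from the trend on gene length.

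Host tissue was weighed through marker genes, since responder tumors are the smaller ones. Responders minus non-responders was -0.32 in mean log2 CPM for skeletal muscle genes (exact permutation p = 0.754), -1.05 for skin epidermis genes (exact permutation p = 0.421), and 0.35 for fat genes (exact permutation p = 0.468). For lymph node and follicle genes it was 0.56 (exact permutation p = 0.0159, adjusted p = 0.0582 over 11 lists). The stroma and follicle genes of that list differed by 0.20 (exact permutation p = 0.508) and its lymphocyte genes by 1.10 (exact permutation p = 0.0159). The rise thus lay mostly in the lymphocyte genes. The whole list was low in mean log2 CPM, at -0.53 in responders and -1.09 in non-responders. A small share of dissected lymph node is therefore not excluded. Erythrocyte genes differed by -2.40 (exact permutation p = 0.00794, adjusted p = 0.0582). Component 1, computed without the 10 epidermis marker genes, correlated with their mean across the 14 tumors (where the groups overlap, r = -0.827, permutation p = 5e-04, adjusted p = 0.001, and rho = -0.798, permutation p = 0.00087). Without 14R and 30L, r was -0.784. Other skin genes, such as Krt6a, Krt6b, and Krt16 (named after their values were seen), were still in that component, so that the relation had to arise and does not test whether skin sets the order of the tumors.

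The paper names Slurp1, Tmem176b, and Nr3c1 for the resistant line B04, and also Arhgap30, which was left out of the list tested. The mean log2 CPM of Slurp1, Tmem176b, and Nr3c1 was higher in responders than in non-responders by 0.54 (exact permutation p = 0.00794). This is consistent with more B04 cells in responders, but host cells also express genes of this kind, and the cells of origin were not tested. The 5 genes named for line B64 were higher by 0.55 (exact permutation p = 0.0794), less than the 13 interferon response genes of Fig. 3g, at 1.06. The difference between the lists was -0.51 (exact permutation p = 0.0397). The paper chose the genes of Fig. 3g from these data, which raises their difference, so that enrichment of line B64 can be neither shown nor excluded in this way.

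Outside the rule for named genes, a list was made after its values were seen of genes with a log2 fold change of -2 or lower in responders against both other groups and edgeR adjusted p-values under 0.05. It held 22 genes, of which 3 were erythrocyte genes, while 14 genes rose by as much. The other 19 were Taf7l, Prl, Dach2, Wnt5b, Atf7ip2, 1700048O20Rik, Ostn, Zfp981, Fam19a1, Ap3b2, Rex2, Vmn1r139, Magea8, Fam71f2, Kank4os, Gm3486, Hmgb1-ps8, Gm26740, and Gm27016. They lie on 10 chromosomes, and 14 are protein-coding. Hmgb1-ps8 lies inside the antisense gene Gm26740, whose expected counts were whole numbers in every tumor. Their mean log2 fold change was -3.38 against non-responders and -3.40 against controls, and -0.022 between non-responders and controls. The mean log2 CPM ran from -2.99 to -2.71 in responders and from -0.63 to 0.10 in controls. Among non-responders, 29L was at -1.40 and the others from -0.23 to 0.32.

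Several sources of this loss were tested. Proliferation genes differed by 0.074 between responders and non-responders, and so gave no sign of a dilution as large as this loss. Host cells can also proliferate, and no gene specific to cancer cells was tested, so that dilution of cancer cells by host cells is not excluded. With the length offset 19 of these genes still passed, and with the GC offset 18 did. In 14 of them the expected counts were whole numbers in every tumor, which leaves reads shared with near-identical copies as a possible source for the rest only. Across control and non-responder tumors, the genes varied together, with a mean pairwise Spearman correlation of 0.423 against 0.0277 in matched lists (share 0.0001, the smallest these lists can give). Without 29L the correlation was 0.180 against 0.0281 (share 0.0069). A candidate explanation is a group of cancer cells that expressed these genes together and was lost in responders, and a shared regulator would give the same values. The barcodes of the same tumors, which could tell these apart, were not analysed here.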
